# The Novel IGF-1R Inhibitor PB-020 Acts Synergistically with Anti-PD-1 and Mebendazole against Colorectal Cancer

**DOI:** 10.3390/cancers14235747

**Published:** 2022-11-23

**Authors:** Bo Kang, Xiaobing Zhang, Weibing Wang, Shiqi She, Wenjie Chen, Cheng Chen, Yisha Wang, Xiaoyun Pan, Ouyuan Xu, Yingjie Wang

**Keywords:** colorectal cancer, IGF-1R, PB-020, MBZ, PD-1, combination therapy, PI3K/AKT

## Abstract

**Simple Summary:**

Colorectal cancer (CRC) is generally diagnosed at an advanced stage, when chemo- and targeted therapies can only achieve a limited increase in overall survival for these patients. The activation of insulin/IGF-dependent pathways has been established as a key step that contributes to several mechanisms of CRC resistance to conventional and targeted therapeutic drugs. In this study, we tested the combinatory effect of the novel IGF-1R inhibitor PB-020 and MBZ or anti-PD-1 against CRC, respectively. The PB-020/MBZ combination significantly reduced the pAKT1-S473 level, dampened the viability of CRC cells and blocked CRC progression in a xenograft model. More importantly, the PB-020/anti-PD-1 combination synergistically blocked CRC propagation in the MC38 murine colon carcinoma model. RNA-seq analysis indicated that PB-020 and the anti-PD-1 antibody synergistically suppressed the transcription of the PI3K/AKT pathway genes. These findings establish a preclinical proof-of-concept for tackling CRC using a combination of PB-020 and clinically approved anticancer drugs.

**Abstract:**

CRC is one of the leading causes of cancer mortality worldwide. Chemotherapy is widely used for the treatment of CRC, but its efficacy remains unsatisfactory, mainly due to drug resistance. Therefore, it is urgent to develop new strategies to overcome drug resistance. Combination therapy that aims to achieve additive or synergistic therapeutic effects is an effective approach to tackle the development of drug resistance. Given its established roles in tumor development, progression and metastasis, IGF-1R is a promising drug target for combination therapy against CRC. In this study, we revealed that the novel IGF-1R inhibitor PB-020 can act synergistically with mebendazole (MBZ) to reduce the viability of CRC cells and block xenograft CRC progression. Moreover, the PB-020/anti-PD-1 combination synergistically blocked CRC propagation in the MC38 murine colon carcinoma model. Both combination therapies potently suppressed the PI3K/AKT signaling pathway genes in CRC that may be associated with the development of drug resistance. Our findings establish a preclinical proof-of-concept for combating CRC using combined multi-target treatment with PB-020 and clinical anticancer drugs, which may provide useful clues for clinical trials to evaluate the efficacy and safety of these drug combinations in CRC patients.

## 1. Introduction

Colorectal cancer (CRC) is the third most common malignancy in humans. Chemotherapy is mainly used for the treatment of CRC. Despite significant advances in therapies against CRC over the past few decades, drug resistance is still a major hurdle for treating CRC [1]. Therefore, one of the greatest challenges is to identify new therapeutic targets and compounds that are able to restore the drug sensitivity of CRC cells. It was reported that dual targeting of human epidermal growth factor receptor 3 (HER3) and epidermal growth factor receptor (EGFR) could overcome anti-EGFR resistance in CRC tumors [2], indicating that dual targeting therapy maybe an effective approach to overcome CRC drug resistance. Since many individual targets have been reported as effective in CRC therapy, a combination of these targets could be a promising method to reverse CRC drug resistance.

The important role of the insulin-like growth factor 1 receptor (IGF-1R) in malignant tumors has been fully established. The increase in IGF-1R activity promotes the proliferation, migration and invasion of cancer cells, and is related to tumor metastasis, drug resistance, poor prognosis and shortened survival time in patients with multiple cancers [3]. In particular, IGF-1R was considered as a promising drug target for CRC therapy [4], and the specific IGF-1R inhibitor picropodophyllin (PPP, or AXL1717) strongly inhibited the proliferation and migration of multiple CRC cell lines in a dose-dependent manner [5]. In a recent work, we designed a novel orally available IGF-1R inhibitor, PB-020, which shares identical pharmacophores and target binding sites with PPP but exhibits better pharmacokinetic properties and blood–brain barrier (BBB) penetration capabilities than PPP by replacing a few hydrogen atoms with deuterium and fluorine atoms [6]. PB-020 preferentially inhibited the proliferation of cancer stem cell-like oligodendrocyte precursor cells (OPCs) over their non-OPC counterparts [6], indicating its potential in targeting cancer stem cells. These observations together indicate that PB-020 is a good candidate for combination therapy against CRC.

Mebendazole (MBZ) is a benzimidazole derivative approved by the Food and Drug Administration (FDA). It has an excellent safety profile and has been widely used in the treatment of parasitic infections. The anthelmintic effect of MBZ is mainly attributed to its ability to bind to tubulin and inhibit microtubule polymerization, which is also related to its anti-proliferative activity against cancer cells, including CRC cells [7]. Several in vitro studies have shown that MBZ inhibits a variety of factors related to tumor progression, such as tubulin polymerization, matrix metalloproteinases, angiogenesis, pro-survival pathways, and multi-drug resistance protein transporters [8]. MBZ not only exhibits direct cytotoxic activity, but also can cooperate with ionizing radiation and different chemotherapeutic drugs to stimulate anti-tumor immune responses. In vivo, MBZ alone or in combination with chemotherapy can decrease or completely prevent tumor growth, significantly reduce metastasis and invasion, and thereby improve survival [9]. Fenbendazole (FBZ), an MBZ analogue that is used to treat pinworm infection, also exhibits anticancer effects in cancer cell lines (including CRC [10]), animal tumor models, and clinical trials [8].

Recently, anti-tumor immunity emerged as a very promising therapeutic target in combination with chemotherapy or targeted therapy [11,12]. Programmed death-1 (PD-1; CD279) is an inhibitory receptor induced in activated T cells. PD-1 participates in peripheral tolerance through its ligands PD-L1 and PD-L2, but also impairs anti-tumor immunity. Blocking antibodies against PD-1 or its ligands have revolutionized cancer immunotherapy [13]. Several clinical trials have been conducted to treat CRC with anti-PD-1 monoclonal antibodies [14]. Recently, a combination therapy that consists of anti-PD-1 antibody and a multiple receptor tyrosine kinase inhibitor (Foretinib) was shown to significantly inhibit CRC tumor growth and relapse in mice, and to prolong overall survival [15].

In this study, we tested the combinatory effect of the IGF-1R inhibitor PB-020 and MBZ or anti-PD-1 against CRC, respectively.

## 2. Materials and Methods

### 2.1. Cell Lines and Reagents

Human colorectal adenocarcinoma HT-29, WE480, HCT 116, LoVo and SW620 cell lines and mouse colorectal adenocarcinoma MC38 cells were purchased from the National Collection of Authenticated Cell Cultures (https://cellbank.org.cn/, accessed on 20 August 2022), and authenticated by STR before the sale. Cells were maintained in a 37 °C incubator with 5% CO_2_. The cell culture media were as follows: McCoy’s 5A (GIBCO, 16600082, Waltham, USA) with 10% FBS (Gibco, 10099-141, Waltham, USA) for HT-29 and HCT 116, L-15 (Hyclone, SH30525.01, Logan, USA) with 10% FBS (Gibco, 10099-141, Waltham, USA) for SW480 and SW620, Ham’s F-12K (Hyclone, SH30526.01) with 10% FBS (Gibco, 10099-141, Waltham, USA) for LoVo and DMEM (Hyclone, SH30243.01B) with 10% FBS (Gibco, 10099-141, Waltham, USA) for MC38, respectively. Penicillin-Streptomycin (Gibco, C14-15070-063, Waltham, USA) and plasmocin (Invitrogen, ant-mpp, Carlsbad, USA) were added to the cell culture media. All cells were checked for mycoplasma DNA every 3 months.

### 2.2. Cell Viability Assay and Combined Drug Effects

Exponentially growing cells were treated with PB-020 and/or other drugs (MBZ, FBZ and Taxol) for 3 days. Cell Counting Kit-8 (Beyotime #C0039, Shanghai, China) assays were used to test cell viability. Determination of the half inhibitory concentration (IC50) of compounds was conducted by Prism 9 software (GraphPad, San Diego, USA). Drug combination synergy was quantified using two different reference models, the Bliss independence analysis model [16] and highest single agent (HSA) model [17]. Calculations were performed using the SynergyFinder 3.0 free web-application [18] (https://synergyfinder.fimm.fi/, accessed on 20 August 2022). A Bliss value of <0 indicates antagonism, while a Bliss value of >0 indicates synergy. An HSA value of <0 indicates antagonism, while an HSA value of >0 indicates synergy.

### 2.3. Western Blotting (WB)

The cell lysates from compound-treated cancer cells were boiled for 5 min, kept on ice for 2 min, and centrifuged at 10,000 rpm for 1 min. The supernatants were separated by 10% SDS–PAGE, blotted on PVDF membranes and probed with the indicated antibodies. The signals were visualized using the Immobilon Western Chemiluminescent HRP Substrate (Millipore WBKLS0100, Danvers, USA). IGF-I Receptor β (#9750), phospho-IGF-IR β (Y1131) (#3021), AKT(Pan) (#4821), phospho-AKT (T308) (#2965), phospho-AKT (S473) (#4060), phospho-ERK1/2 (T202/Y204) (#4370), phospho-STAT3 (Y705) (#9145) were purchased from Cell Signaling Technology (Danvers, MA, USA), and GAPDH antibodies were purchased from Genscript (#A00192, Nanjing, China).

### 2.4. Mouse Xenograft Tumor Models

#### 2.4.1. HT-29 Xenograft Model

Three-week-old female BALB/c nude mice were purchased from Shanghai Experimental Animal Centre. Human colorectal adenocarcinoma HT-29 cells were injected subcutaneously at 2 × 10^6^ cells/mice, and after 7 days, when tumors had formed, the mice were divided into four groups randomly. Experimental treatments with PB-020 (25 mg/kg per day) and MBZ (10 mg/kg per day) were performed by daily administration of the compounds via oral gavage (20 μL volume of DMSO and 180 μL of corn oil), either singly or in combination until the day before sacrifice. Tumor volume was measured and calculated (1/2 × length × width × height) every three days using vernier calipers. When the measured tumor volumes in the NC group approached or exceeded 2000 mm^3^, all mice were sacrificed. No blinding was conducted throughout the experiments.

#### 2.4.2. MC38 Xenograft Model

Five-week-old female C57BL/6 mice were purchased from Shanghai Experimental Animal Centre. Mouse colorectal adenocarcinoma MC38 cells were injected subcutaneously at 2 × 10^6^ cells/mice, and after 7 days, when tumors had formed, the mice were divided into four groups randomly. Experimental treatments with PB-020 (50 mg/kg per day) were performed by daily administration of the compounds via oral gavage (20 μL volume of DMSO and 180 μL of corn oil) until the day before sacrifice, and anti-PD-1 (anti-mouse PD-1 (CD279), BE0146, BioXcell) (200 μg/mouse, at day 9, 12, 15, 18 after MC38 cell injection) was given by intraperitoneal injection. The combination treatment was a combination of the two single treatments. Tumor volume was measured and calculated (1/2 × length × width × height) every two or three days using vernier calipers. Ehen the measured tumor volumes in the NC group approached or exceeded 2000 mm^3^, all mice were sacrificed. No blinding was conducted throughout the experiments.

### 2.5. RNA Sequencing

Tumor tissues were harvested and grinded with liquid nitrogen. They were then sent to Beijing Genomics Institute (BGI) for RNA sequencing. RNA sequencing was performed by Illumina HiSeq X Ten with 150-base paired-end reads. All reads were aligned to the mouse reference genome (mm10 or hg19) using Bowtie2 [19] with the default setting. RSEM [20] was used to calculate the transcriptional expression level as fragments per kilobase per million. Genes were considered to be differentially expressed if the fold change was > 1.5 and if the two-tailed Student’s *t* test *p* was <0.05. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses [21] were implemented using the online analysis platform of BGI (https://biosys.bgi.com/, accessed on 20 August 2022).

### 2.6. Statistical Analyses

All quantitative data are shown as mean ± S.D. Two-tailed unpaired Student’s tests were used to evaluate the statistical significance of normally distributed data, and Mann–Whitney tests were used to evaluate the statistical significance of non-normally distributed data. Significances were determined as *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***). GraphPad Prism 9.0 statistics software was used to conduct all the statistical analyses.

## 3. Results

### 3.1. PB-020 in Combination with Multiple Anticancer Drugs Potently Reduced the Viability of CRC Cells

Three anticancer or potential anticancer compounds were selected to test their combinatory effects with PB-020 against CRC, including mebendazole (MBZ), fenbendazole (FBZ) and Taxol. The Bliss independence model (a commonly used statistical model to evaluate drug combination efficacy) was used to evaluate the combination efficacy of PB-020 and these three compounds with varying concentrations against CRC cells. The Bliss scores showed, although Taxol had an antagonistic effect with PB-020 against both HT-29 and SW480 cells (−30.928 and −9.179) (Figure S1), that MBZ and FBZ exhibited synergistic effects with PB-020 against several CRC cell lines. Specifically, for HT-29 cells, the Bliss scores of the PB-020/FBZ and PB-020/MBZ combinations were 9.781 and 15.77, respectively (the peak of Delta Bliss was from the drug concentrations close to IC50s) (Figure 1A,B and Figure S2). For SW480 cells, the corresponding Bliss scores were 0.083 and 6.843, respectively (the peak of Delta Bliss was from the drug concentrations close to IC50s) (Figure 1C,D and Figure S3). The non-parametric synergy model’s highest single agent (HSA) is useful to provide quantitative insights into how much the drug combination is better than either drug alone. In order to ensure the clinical translation of drug combinations and the accuracy of experimental data, HSA models were used to evaluate the combinations in Figure 1. As a result, the HSA scores in Supplemental Figures S1–S3 sufficiently supported the synergistic effect of PB-020 and MBZ. These data suggested that the combination treatment with PB-020/MBZ can potently reduce the viability of both HT-29 and SW480 cells, and the PB-020/FBZ combination can synergistically reduce the viability of HT-29 cells, but not SW480 cells. As the combination of PB-020 and MBZ had better combination efficacy, it was chosen for further studies.

Subsequently, the PB-020/MBZ combination was tested in another three CRC cell lines, HCT-116, LoVo and SW620. Clearly, the combination of PB-020 and MBZ showed synergistic therapeutic effects against HCT-116, LoVo and SW620 (Bliss scores of 8.61, 10.539 and 8.516, respectively) (Figure 1E–G, Figure S4 and Figure S5).

### 3.2. PB-020/MBZ Combination Potently Decreased the Level of pAKT1-S473

As PB-020 is an IGF-1R inhibitor, we examined the effect of the PB-020/MBZ combination on the protein levels of IGF-1R. Interestingly, the effect appeared to vary among different CRC cell lines. Treatment with the PB-020 (1 μM) /MBZ (0.25 μM) combination for 72 h additively decreased the levels of both IGF-1R and pIGF-1R in HT-29 and LoVo cells, but not the other three CRC lines (Figure 2A and Figure S6A).

In order to gain some insights into the mechanism of action of the PB-020/MBZ combination, we conducted immunoblotting with the PB-020/MBZ combination-treated HT-29 and LoVo cell lysates to examine the status of AKT serine/threonine kinase 1 (AKT1), one of the most important downstream targets of IGF-1R. It was shown that PB-020 and MBZ potently suppressed the phosphorylation level of pAKT1-S473 in HT-29 cells, as indicated by the ratio of pAKT1-S473/AKT1 (Figure 2B,C). Further time-course study showed that compared to the 24 h treatment, treatment with the combination for 48 h amplified the potent inhibitory effect on the protein levels of IGF-1R, pIGF-1R, AKT1 and pAKT1-S473, with the pAKT1-S473 level being the most dramatically affected (Figure 2D–F and Figure S6B). In contrast, the protein levels of pERK and pSTAT3 in HT-29 cells were not reduced by the PB-020/MBZ combination.

### 3.3. Orally Administered PB-020 in Combination with MBZ Inhibited Propagation of HT-29 Cell Xenografts In Vivo

Next, to evaluate the effectiveness of the PB-020/MBZ combination in a xenograft animal model, we tested the effect of PB-020 and MBZ singly or in combination on the growth of HT-29 cells implanted in the nude mice. Seven days after implantation of HT-29 cells, the mice were randomly grouped and treated with a vehicle (CK), PB-020 (25 mg/kg), MBZ (10 mg/kg), or PB-020/MBZ combination by oral gavage every day for consecutive 28 days. None of these treatments exhibited discernable toxicity (Figure 3A). The antitumor effect of the combination treatment was significantly different from that of MBZ (*p* = 0.013), but not for PB-020 alone (*p* = 0.106), and neither was the effect of PB-020 (*p* = 0.105) or MBZ (*p* = 0.52) treatment alone significantly different from that of the vehicle. Nevertheless, the tumor volumes in the combination group were significantly smaller than those in the vehicle group (*p* = 0.001), indicating an additive effect between PB-020 and MBZ at the tested doses (Figure 3B–D). These data suggested that despite limited in vivo anticancer efficacy when used alone, PB-020 in combination with MBZ can potently suppress the growth of CRC in vivo.

### 3.4. PB-020 in Combination with PD-1 Blockade Inhibited Propagation of MC38 Colorectal Cancer In Vivo

Immune surveillance escaping is essential for the survival of primary tumor and circulating metastatic tumor cells. The PI3K-AKT pathway plays multiple roles in both myeloid cells of the innate immune system and lymphoid cells of the adaptive immune system. For instance, in the adaptive immune system, PI3K signaling plays a diverse and key role in T cell and B cell functions [22]. In lymphocytes, the PI3Kδ isoform, which is activated by the T cell receptor (TCR), B cell receptor (BCR), and various co-receptors and cytokine receptors, results in the activation of AKT and other effectors [23].

Given PB-020’s improved pharmacokinetic properties and AKT inhibitory efficacy, we tested the efficacy of combining PB-020 with the anti-PD-1 monoclonal antibody RMP1-14 on the growth of mouse MC38 CRC cells subcutaneously implanted in C57BL/6 mice in a syngeneic mouse CRC model. Without obvious toxicity, the combination of PB-020 with PD-1 blockade significantly reduced MC38 tumor growth compared with the effect of each treatment alone (Figure 4A,B,D). Furthermore, the tumor volume, as a function of time, continuously decreased in the PB-020/anti-PD-1 group and the reduction was more prominent than that in each treatment alone (Figure 4C and Figure S7), suggesting the durative and cumulative effect of this combination therapy. We further examined the inhibitory effect of PB-020 and anti-PD-1 on pAKT1-S473 activity in tumor tissues. WB showed that pAKT1-S473 activity was severely suppressed in tumor tissues by PB-020 and anti-PD-1 treatment (Figure 4E).

### 3.5. PB-020 in Combination with PD-1 Blockade Suppressed Transcription of PI3K/AKT Pathway Genes

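The tumors were grown from MC38 cells, a mouse colorectal adenocarcinoma line, under the skin of C57BL/6 mice, so tumor and host transcripts map to the same genome. The 12 libraries formed 4 groups of 3 tumors. The mice were divided into groups on day 7 after the injection of the cells. CK mice received the vehicle, PB-020 was given by mouth at 50 mg/kg per day, and the anti-PD-1 antibody was injected at 200 μg per mouse on days 9, 12, 15 and 18. The combination group, PB-020/anti-PD-1, received both. Libraries were read as pairs of 150 bases.

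The authors aligned the reads with Bowtie2 and estimated the expression of each gene with RSEM, which divides reads that map to several genes between them. The deposited values are expected counts, FPKM and TPM for 18211 mouse genes in each tumor. The expected counts of a library summed to 16732304 to 17217035 in CK (median 16989365), 16926007 to 16978156 in PB-020 (median 16928079), 16859631 to 16928818 in anti-PD-1 (median 16877810) and 16545394 to 16986854 in the combination group (median 16838219). Depth therefore differed little between the groups. The paper's own figures for the same libraries are 43.85 to 45.06 M clean reads, of which 75.28% to 77.16% mapped (Figure S8). The values given for each comparison rest on the expected counts.

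The counts were rounded to whole numbers, scaled by edgeR's TMM method and filtered with filterByExpr, which left 13563 genes. Each comparison was tested with edgeR's quasi-likelihood test in one model of the 4 groups, so that all 12 libraries shared one estimate of the spread. DE genes are those with a Benjamini-Hochberg adjusted p under 0.05. A second count used the thresholds of the paper's methods, a fold change over 1.5 with an unadjusted p under 0.05, in the same model. Gene lists were tested with limma's camera, which compares the log2 changes of a list with those of all other genes, at an inter-gene correlation of 0.01. The counts could change with the shared spread, the filter on low genes and the choice between counts and FPKM.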

To unveil the molecular mechanism underlying this anticancer therapy, we executed RNA sequencing for the tumor samples obtained from the above experiments (Figure S8). 

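Against CK, edgeR called 0 genes in the PB-020 group, where 741 of the 13563 genes had an unadjusted p under 0.05 and 678 would by chance. It called 1120 genes in the anti-PD-1 group, 567 raised and 553 lowered. In the PB-020/anti-PD-1 group it called 2434, of which 1132 were raised and 1302 lowered. Of the anti-PD-1 genes, 944 (84.3%) were also called in the combination group, all 944 in the same direction. The count for anti-PD-1 moved most with the samples that entered the fit, since 3 genes were called when only the anti-PD-1 and CK libraries were used.

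At the thresholds of the paper's methods, 76 genes passed for PB-020 (41 raised, 35 lowered), 974 for anti-PD-1 (611 raised, 363 lowered) and 1155 for the combination (671 raised, 484 lowered). Of the 1155, 745 also passed for anti-PD-1 and 40 for PB-020, and 407 passed in the combination group alone. With the per-gene test on FPKM described in the methods, the counts were 185, 673 and 1267. The order of the groups was the same with both tests.

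Set directly against anti-PD-1 alone, the combination had 0 DE genes, with 984 genes at an unadjusted p under 0.05. Set against PB-020 alone it had 455, 169 raised and 286 lowered.

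The genes with the smallest p in the combination group, among those whose 3 tumors all lay on one side of the 3 CK tumors, were H2-Q6, Timm8a1, Gk, Gpr171 and Spire2 (raised) and Arhgef28, C1qtnf1, Cdh13, Acpp and Rftn2 (lowered). Gpr171 (gene 229323, chromosome 3 of mm10, 59096448 to 59101821), which encodes a G protein-coupled receptor, went from 1.20 ± 0.19 FPKM (SD, n = 3) in CK to 4.86 ± 0.13 in the combination group. Its log2 change was 2.03 (standard error 0.28, adjusted p = 0.0018). Arhgef28 (gene 110596, chromosome 13, 97898594 to 98206675), which encodes a guanine nucleotide exchange factor, went from 3.69 ± 0.30 to 1.52 ± 0.12 FPKM (SD, n = 3), a log2 change of −1.25 (standard error 0.13, adjusted p = 9.5e-04). H2-Q6 belongs to a family of near-identical major histocompatibility genes, and its value is uncertain because reads can be divided between them.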

The number of differentially expressed (DE) genes between the control (CK) group and PB-020 or anti-PD-1 treatment group, either singly or in combination, varied, with the combination group having the greatest number of DE genes (Figure 5A,B). GO cell compartment (CC) and GO molecular function (MF) analyses revealed that the DE genes in the PB-020/anti-PD-1 combination group versus the control group were significantly enriched in the “membrane” fraction and were associated with receptor and kinase binding (Figure S9). Subsequent GO biological process (BP) and KEGG pathway analyses revealed that the DE genes in the combination group versus the control group were mainly involved in the immune system, cell adhesion and PI3K/AKT pathway (Figure 5C,D), indicating a potential role of the PI3K/AKT pathway genes in mediating the therapeutic effects of the PB-020/anti-PD-1 combination.

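Lists of marker genes for 14 cell types and programs were compared between the combination group and CK. A list of 15 T cell genes rose by 1.51 on the log2 scale relative to all other genes (camera, adjusted p = 1.4e-09 over the 14 lists), and each of its 15 genes rose. The 10 cytotoxic lymphocyte genes were higher by 1.35 (adjusted p = 3.6e-05), the 17 interferon response genes by 1.00 (adjusted p = 9.9e-07), and the 14 antigen presentation genes by 0.68 (adjusted p = 6.8e-07). Proliferation genes were higher by 0.36 (adjusted p = 4.5e-05). Erythroid genes were lower by 2.99, with an adjusted p of 4.8e-04. Macrophage genes (0.15, adjusted p = 0.22) and fibroblast genes (0.25, adjusted p = 0.82) did not differ from other genes. Thus 6 of the 14 lists passed an adjusted p of 0.05. When camera estimated the inter-gene correlation from the data, 0 lists passed, 0 had an unadjusted p under 0.05, and the adjusted p values ran from 0.35 to 0.92. Apart from fits that left out a library, the adjusted p of the T cell list ran from 6.4e-10, with limma on log2(FPKM + 0.1), which was chosen after seeing the data, to 0.35.

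The T cell and cytotoxic lists were also compared in the single treatment groups. With PB-020, T cell genes were higher by 0.36 (14 of 15 genes, adjusted p = 0.0024, or 0.73 with the estimated correlation) and cytotoxic genes by 0.28 (adjusted p = 0.13). With anti-PD-1, T cell genes were higher by 1.30 and cytotoxic genes by 0.92. Anti-PD-1 tumor 1, a library with muscle transcripts, was the highest, with a T cell list mean of 2.24 above CK against 0.75 and 0.98 in the other anti-PD-1 tumors. Between the combination and anti-PD-1 alone, cytotoxic genes differed by 0.43 (adjusted p = 0.022) and T cell genes by 0.21 (adjusted p = 0.12), and with the estimated correlation the adjusted p was 0.99 for both. These differences depended on single tumors. Without anti-PD-1 tumor 1 they were 0.79 for cytotoxic and 0.63 for T cell genes, and without anti-PD-1 tumor 2 they were 0.16 and −0.052. Pdcd1 (gene 18566, chromosome 1, 94038305 to 94052553), which encodes PD-1, had 0.96 ± 0.28 FPKM in CK, 3.28 ± 1.81 in anti-PD-1 and 3.01 ± 0.40 in the combination group (SD, n = 3). Its log2 change was 1.67 in the combination group (standard error 0.37, adjusted p = 0.011).

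For the PI3K/AKT pathway, 329 gene symbols were listed from the nodes of Figure 6A, of which 272 were among the genes tested. Of these, 25 passed the paper's thresholds as lowered in the combination group, 9.19% against 3.45% of the other genes (odds ratio 2.83, Fisher's exact test, two-sided, p = 1.5e-05). The 16 that passed as raised were 5.88% against 4.93% of the other genes (odds ratio 1.21, Fisher's exact test, p = 0.48). The paper chose this pathway for its enrichment in these same tumors, so the list is not independent of the data. Fisher's test also treats genes as independent and leaves out the spread between tumors. Of the 10 splits of the combination and CK tumors, 2 gave an odds ratio of lowered members as large, the real split included. Cell adhesion terms were not analysed here.

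**Figure D1:**
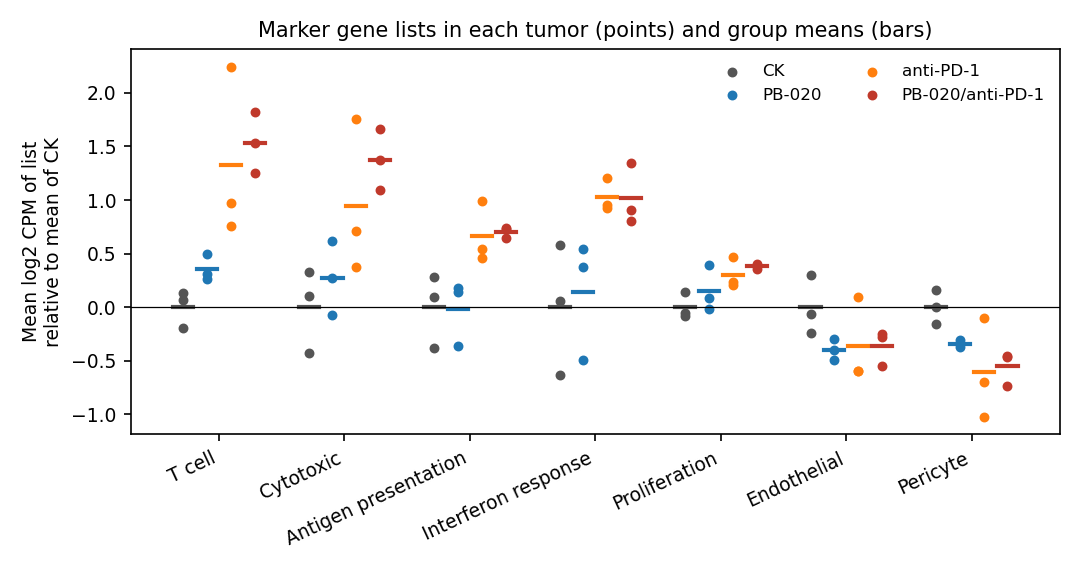
Mean log2 difference from the CK mean of 7 marker gene lists in each tumor, with the 4 groups side by side. Each point is 1 tumor and the bar is the group mean; the T cell list of the 3 combination tumors lies between 1.25 and 1.83, and that of the CK tumors between −0.20 and 0.13.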

Thus, we further examined the up- and down-regulated genes in the PB-020/anti-PD-1 combination group versus the control group, in the PB-020 group versus the control group and in the anti-PD-1 group versus the control group by KEGG analysis, respectively. It was evident that the PI3K/AKT pathway genes were down-regulated in all three compound treatment groups versus the control group, and the combination group versus the control group had the lowest *p* value (Figure 5E,F and Figure S10–S12), raising the possibility that PB-020 and anti-PD-1 may synergistically suppress the transcription of the PI3K/AKT pathway genes.

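Over the 272 tested members of the PI3K/AKT list, the mean log2 change relative to all other genes was −0.042 in the PB-020 group (limma's camera, adjusted p = 0.51 over the 3 groups), −0.0081 in the anti-PD-1 group (adjusted p = 0.81) and −0.028 in the combination group (adjusted p = 0.58). In the PB-020 group 151 members were lower and 121 higher than in CK. In the anti-PD-1 group 133 were lower and 139 higher, and in the combination group 140 and 132. As a whole, the list was not shifted beyond the spread of other genes in any group. Restricted to its 127 ligands, receptors and matrix genes, the list had a mean change of −0.077 in the PB-020 group (adjusted p = 0.017 over the 3 groups, against 0.85 for the intracellular members alone), or p = 0.30 without adjustment when the inter-gene correlation was estimated.

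The counts of members past the paper's thresholds differed between groups. None of the 35 genes that were lowered by PB-020 belonged to the list, nor did any of the 41 raised, while 13 members were lower and 12 higher at an unadjusted p under 0.05. With so few genes past the thresholds, the absence of members cannot decide whether the list was lowered. In the anti-PD-1 group, 15 members were lowered, 5.51% of the list against 2.62% of the other genes (odds ratio 2.17, Fisher's exact test, two-sided, p = 0.0072), and 14 were raised (odds ratio 1.15, p = 0.55 by Fisher's exact test). The odds ratio for lowered members was thus larger in the combination group than with anti-PD-1 alone, and the difference between the odds ratios was not tested. Of the 10 splits of the anti-PD-1 and CK tumors, 3 gave an odds ratio of lowered members as large as the anti-PD-1 one, the real split included.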

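The list members past the paper's thresholds in the combination group were divided by where their proteins act. Among the lowered members, 21 encode extracellular ligands, matrix proteins, integrins or receptors, and 4 encode intracellular proteins. These 4 were Gng4, Bcl2l11, Sgk1 and Nos3. The raised members divided in the same way, into 14 extracellular or receptor genes and 2 intracellular genes, Ccne2 and Hsp90aa1. Within the 127 extracellular and receptor genes tested, the lowered share was 16.54%, against 3.45% of all other genes (odds ratio 5.55, Fisher's exact test, two-sided, p = 4e-09). Within the 145 intracellular genes it was 2.76% against 3.58% (odds ratio 0.765, Fisher's exact test, p = 0.82). The raised share was 11.0% of the extracellular and receptor genes (odds ratio 2.41, Fisher's exact test, p = 0.0056). These p values treat genes as independent and leave out the spread between tumors. Splits of the tumors were not run for either part of the list.

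Akt1 (gene 11651, chromosome 12, 112653821 to 112674884) had 111.6 ± 4.0 FPKM in CK and 107.8 ± 6.8 in the combination group (SD, n = 3), a log2 change of −0.03 (standard error 0.07, adjusted p = 0.77). Igf1r (gene 16001, chromosome 7, 67952257 to 68233668), which encodes the receptor that PB-020 inhibits, had 11.2 ± 0.96 FPKM in CK, 10.7 ± 0.24 in PB-020 and 10.1 ± 0.58 in the combination group (SD, n = 3). Its log2 change in the combination group was −0.13 (standard error 0.06, adjusted p = 0.16).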

As shown in Figure 6A, multiple DE genes in the PB-020/anti-PD-1 combination group corresponded to key nodes of the PI3K/AKT signaling pathway, and most of them were down-regulated. To further nail down the most significantly changed genes by this combination treatment, we examined the expression fold changes and selected those PI3K/AKT-related DE genes whose transcription was the most significantly down- or up-regulated in the combination group. 

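The lowered genes drawn in Figure 6B are Fgf1, Vtn, Col3a1, Lpar1, Col6a2, Col6a1, Itgb8, Pgf, Pdgfra, Kitl, Tnr, Ghr, Itga7, Fn1, Itga10, Gng4, Col5a1, Thbs3, Bcl2l11, Sgk2, Flt4, Sgk1, Pdgfrb, Lamc1, Nos3, Efna5 and Irs1. In each of them all 3 combination tumors were below all 3 CK tumors, an order that chance gives to 5% of genes that were not chosen for it. Mean FPKM in the combination group was between 0.208 (Fgf1) and 0.687 (Irs1) of the CK mean. With edgeR, 22 had an adjusted p under 0.05 over all genes tested, and 25 when the adjustment covered the list alone. Because the list was drawn from the same tumors, neither that order nor the second count shows stability. In the anti-PD-1 group 19 had an adjusted p under 0.05, and in the PB-020 group 0, with 9 at an unadjusted p under 0.05.

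The largest change was that of Fgf1 (gene 14164, chromosome 18, 38838672 to 38929470), a fibroblast growth factor. It had 1.38 ± 0.28 FPKM in CK, 0.873 ± 0.035 in PB-020, 0.503 ± 0.18 in anti-PD-1 and 0.287 ± 0.13 in the combination group (SD, n = 3). The log2 change in the combination group was −2.23 (standard error 0.34, adjusted p = 0.0023). Sgk2, a kinase gene with 0.290 ± 0.079 FPKM in CK, changed by −0.50 (standard error 0.45, adjusted p = 0.46).

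Mean FPKM was lower in the combination group than in both single treatment groups in 23 of the genes, the others being Itga7, Kitl, Nos3 and Sgk2. With one tumor of a treated group left out at a time, that count was between 15 and 25. By mean TPM, chosen after seeing the data, it was 25. Averaged over the list, the log2 change was −0.30 in PB-020, −0.65 in anti-PD-1 and −0.88 in the combination group. As a list they differed from anti-PD-1 alone by −0.20 relative to other genes in the combination group (camera, p = 1.3e-05), or with p = 0.14 when the inter-gene correlation was estimated. The choice of genes that were low in these combination tumors favors such a fall. Of the 4 splits of the 6 tumors that part same-numbered pairs, 2 gave a change as large, the real one included (2 of all 10 splits). Gene by gene, 6 had an unadjusted p under 0.05 in that comparison, and 0 an adjusted one. The smallest was that of Gng4 (unadjusted p = 0.0049, adjusted p = 0.66).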

There were 27 genes that were found to be significantly down-regulated by the PB-020/anti-PD-1 combination treatment, and remarkably, 25 of them were synergistically or additively down-regulated (Figure 6B). 

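The raised genes drawn in Figure 6C are Angpt1, Itga11, Fasl, Il7r, Itgb7, Il2rb, Il2rg, Pdgfd, Ccne2, Il2ra, Pdgfb and Hsp90aa1. In the combination group edgeR gave 8 an adjusted p under 0.05 over all genes, and 6 in the anti-PD-1 group. The mean log2 change was 0.24 in PB-020, 1.07 in anti-PD-1 and 1.13 in the combination group. Mean FPKM was higher in the combination group than in both single treatment groups in 6, which were Angpt1, Ccne2, Hsp90aa1, Il2ra, Il2rb and Pdgfd. This count depended on single tumors. It was 12 without anti-PD-1 tumor 1, a library with muscle transcripts, and 3 without anti-PD-1 tumor 2 or 3. By mean TPM, chosen after seeing the data, it was 4.

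Ccne2 (gene 12448, chromosome 4, 11190433 to 11204779), which encodes cyclin E2, had 8.86 ± 1.0 FPKM in CK, 10.9 ± 1.9 in PB-020, 11.2 ± 1.3 in anti-PD-1 and 15.9 ± 1.7 in the combination group (SD, n = 3). Its log2 change in the combination group was 0.85 (standard error 0.13, adjusted p = 0.0024). Between the combination and anti-PD-1 alone, it was the one gene with an adjusted p under 0.05 over the list. The change was 0.50 (standard error 0.13), with an adjusted p by edgeR of 0.020 over the list and 0.66 over all genes. Because the list was drawn from the same tumors, the value over the list does not establish a difference. Hsp90aa1 (gene 15519, chromosome 12, 110691036 to 110696395), a heat shock protein gene, went from 345.4 ± 29.3 FPKM in CK to 426.5 ± 52.8, 461.5 ± 58.5 and 554.9 ± 59.8 in the PB-020, anti-PD-1 and combination groups (SD, n = 3). Its log2 change in the combination group was 0.70 (standard error 0.12, adjusted p = 0.0040). Angpt1 had the largest change, 2.33 (standard error 0.55, adjusted p = 0.014), on 2 to 11 counts per CK tumor.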

In stark contrast, there were 12 genes that were found to be up-regulated by the combination treatment, but only 2 of them were synergistically or additively up-regulated (Figure 6C). These data strongly support the conclusion that PB-020 and anti-PD-1 can synergistically suppress the transcription of the PI3K/AKT pathway genes.

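Whether the effects of both drugs on a transcript exceeded their sum was tested with the interaction contrast of the model, in which 0 means that the log2 changes of PB-020 and anti-PD-1 add up. Over all 13563 genes the contrast had 0 DE genes, with 310 genes at an unadjusted p under 0.05 against the 678 that chance gives. Small p values were rarer than by chance, so the test was cautious in these data. Its standard errors were also wider than those against CK, as for Fgf1 (0.455 against 0.34). The power of this contrast was not measured, so the count of 0 cannot exclude effects beyond the sum. Among the genes of Figure 6B, the combination fell beyond the sum in 7 and short of it in 20. The mean sum of the single changes was −0.96, the mean combination change −0.88 and the mean interaction 0.08. The smallest unadjusted p of the list was 0.065, for Gng4 (adjusted p = 0.98 over the list). As a list, the interaction was 0.09 above other genes (camera, p = 0.028, or 0.44 with the estimated correlation), on the side of less than the sum. With one tumor left out at a time, it ran from −0.013 to 0.21 (camera p from 3.2e-05 to 0.83). In those fits 12 to 24 of the genes fell short of the sum. The counts and the p of the list thus depended on single tumors. Among the genes of Figure 6C, 4 rose beyond the sum and 8 fell short of it, with a mean sum of 1.31. The smallest unadjusted p was 0.029, for Itgb7, whose interaction was −0.49 (adjusted p = 0.35 over the list). For none of the 39 genes did the difference between the combination and the sum of the single treatments pass an adjusted p of 0.05.

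The paper's reasoning starts from the number of DE genes, which was greatest in the combination group, and from the presence of the PI3K/AKT pathway among the terms of these genes. It goes on to the down-regulated genes, whose enrichment for the pathway had the lowest p in the combination group, and proposes that both drugs suppress the pathway's transcription together. It then counts, among the pathway genes lowered or raised most, those that changed synergistically or additively. From most of the lowered genes and few of the raised genes falling in that class, the paper concludes that PB-020 and anti-PD-1 act synergistically on the transcription of PI3K/AKT pathway genes.

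**Figure D2:**
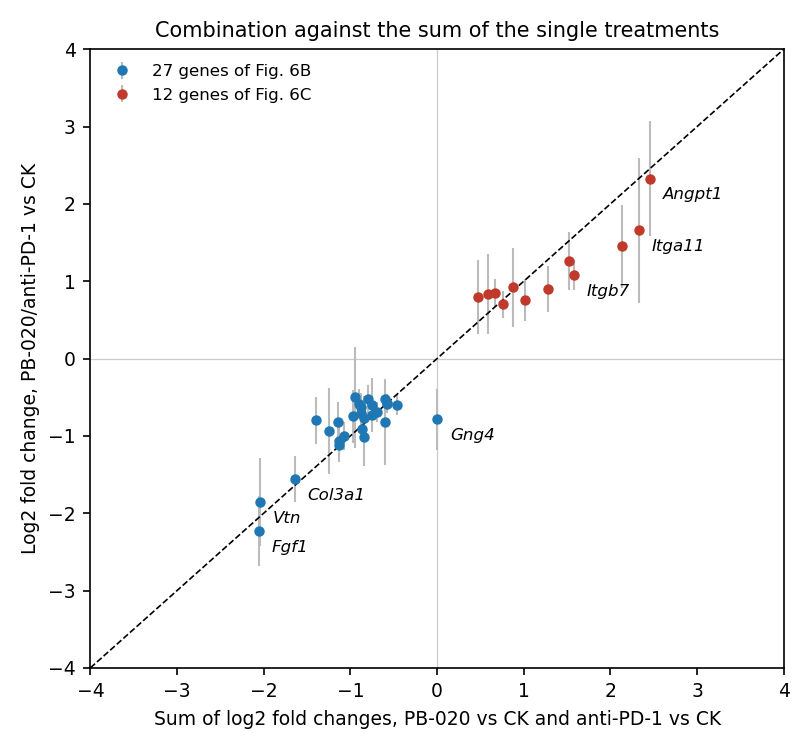
Log2 change in the combination group (vertical axis) against the sum of the log2 changes in the PB-020 and anti-PD-1 groups (horizontal axis), each relative to CK, for the 27 genes of Figure 6B (blue) and the 12 genes of Figure 6C (red). Each point is 1 gene, grey bars are the standard error of the interaction contrast, and the dashed line marks equality; 20 of the blue points lie above the line and 7 below it.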

## 4. Discussion

Colorectal cancer (CRC) is generally diagnosed at an advanced stage, accompanied by tumor cell dissemination, when chemo- and targeted therapies can only achieve a limited increase in overall survival for these patients [24]. One of the key reasons for clinical failure lies in drug resistance, and the escape mechanisms of chemotherapy and targeted therapy are still the major cause of drug resistance [24]. Given that most cancers are essentially multifactorial diseases, the development of multitargeted therapies has grown rapidly, resulting in improved outcomes in various cancer models and selected multiple compound combinations that have been brought into clinical trials [25]. Consequently, combination therapy holds great promise in overcoming CRC drug resistance.

The activation of insulin/IGF-dependent pathways has been established as a key step that contributes to several mechanisms of CRC resistance to conventional and targeted therapeutic drugs [26], which makes it a promising target for CRC multi-target therapy. The human HCT 116 CRC cell line that overexpresses IGF-1R, instead of the parental cell line, was found to cause highly invasive tumors and induce distant metastases in murine models [27]. Moreover, IGF-1R overexpression was associated with AKT activation and up-regulation of the anti-apoptotic protein Bcl-xL [27]. In addition, IGF-1R was also found to participate in the activation of β-catenin in CRC cells [28]. Indeed, the knockdown of IGF-1R inhibited human CRC (HT-29 and SW620) cell growth by blocking the activation of downstream PI3K/AKT signaling, which, in turn, contributed to the activation of GSK3β. This protein inhibited β-catenin translocation into the nucleus and the transcription of cell proliferation genes [28]. Besides IGF-1R monotherapy, the combination of IGF-1R inhibitors with MEK1/2 inhibitors efficiently decreased the cell viability and increased apoptosis of CRC cells, overcoming the resistance to IGF-1R monotherapy [29]. Recently, we developed a novel PPP derivative (PB-020) that has better pharmacokinetic properties and higher BBB penetration capability than PPP [6]. Both PPP and PB-020 block IGF-1R signaling by competitively inhibiting the binding of IGF-1R to its native ligand IGF-1 [6]. The IGF-1 concentrations in culture media of mammalian cells [30], in culture media with supplemented IGF-1 [6], and in human serum [31] are 4 pM, 1.3 nM and 21.6 nM, respectively. Since the concentrations of PB-020 usually reach the μM range both in cell culture and in animal models [6], it is expected to be able to block IGF-1R signaling in those settings. However, the therapeutic efficacy of PB-020 against CRC remains untested thus far.

In this study, we tested the therapeutic efficacy of PB-020 in combination with the repurposed drug MBZ and the immunotherapeutic agent anti-PD-1 antibody against multiple in vitro and in vivo CRC models.

The anticancer activity of MBZ has been validated in multiple in vitro and in vivo studies. Although its mechanism of action remains unclear, MBZ is thought to be able to hit multiple drug targets. For instance, it can act as an anti-tubulin agent, inhibiting tubulin polymerization in several cancer cell lines, and is, therefore, applied as a substitute for vincristine when treating brain tumors [32]. Several preclinical studies have proven the efficacy of MBZ as an inhibitor against multiple processes that are accountable for tumor resistance and progression at nano- and micro-molar clinically reachable concentrations, including dysregulated angiogenesis, protein kinase activation and expression (including BCR–ABL, BRAF, VEGFR2 and MEK), matrix metalloproteinase 2 and multi-drug resistance protein transporters MRP1 and *p*-gp and pro-survival pathways (such as c-MYB, XIAP, SHH and MAPK/ERK) [9]. MBZ was also found to stimulate antitumoral immune responses by the polarization of macrophages towards M1 tumor-suppressive phenotypes in vitro [33]. In vivo, MBZ treatment, alone or with other anti-cancer compounds, exhibited reduced tumor growth and metastasis, suppressed angiogenesis, and prolonged survival [9]. Given its proved anticancer potency and desirable safety profile, MBZ could become a promising drug candidate to be combined with PB-020.

In recent years, great progress has been made in the treatment of various malignant tumors in the exploration of tumor immune checkpoints and their corresponding inhibitors [34]. PD-1, a transmembrane glycoprotein expressed in activated T cells, inhibits the activation and proliferation of T cells, and induces the immune escape of tumor cells when combined with its ligand PD-L1 [35]. PD-1/PD-L1 inhibitors block the signal transmission of PD-1/PD-L1, restoring the activity of T cells that can kill tumor cells to achieve therapeutic purposes. However, the efficacy of PD-1/PD-L1 inhibitors alone remains poor in the treatment of advanced CRC. PD-1/PD-L1 inhibitor monotherapy achieves good efficacy in dMMR/ MSI-H patients, but not pMMR/MSS patients [36]. Combination therapy is demonstrated to perform better than monotherapy in many cases. For example, the combination of PD-L1 inhibitors and MEK inhibitors could promote the efficacy of immunotherapy in MSS patients [37]. Furthermore, the combination of PD-1 inhibitors and HDAC inhibitors can produce synergistic effects against multiple cancers [38]. However, the current clinical results are not ideal for MSS patients, and more clinical trials and in-depth research are, therefore, needed to discover the optimal combination treatment regimen.

In this study, we demonstrated that the novel IGF1-R inhibitor PB-020 and the multi-target compound MBZ can synergistically reduce the viability of CRC cells and block xenograft CRC progress, which is accompanied by the synergistic down-regulation of the pAKT1-S473 level. Furthermore, PB-020 and anti-PD-1 antibodies can synergistically dampen CRC progression that is associated with the synergistic suppression of PI3K/AKT pathway genes (Figure 6D). Despite our observation of the potential synergism between PB-020 and MBZ, this combination warrants further investigation. Interestingly, both combinations appear to synergistically suppress the PI3K/AKT signaling pathway genes. The PB-020/MBZ combination potently reduced the level of activated pAKT1-S473 protein, as maximal activation of AKT requires phosphorylation of S473 in the hydrophobic motif in multiple solid tumors [39] and the potent inhibitory effect of PB-020 and MBZ on pAKT1-S473 holds therapeutic potential for treating CRC and other cancers. Interestingly, the PB-020/anti-PD-1 antibody combination synergistically suppressed the transcription of multiple PI3K/AKT pathway genes. These suppressed genes include IRS1, PDGFRA and PDGFRB. 

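In the sequenced MC38 tumors, Irs1 (gene 16367, chromosome 1 of mm10, 82233105 to 82291439) had 3.03 ± 0.095 FPKM in CK, 2.57 ± 0.093 in PB-020, 2.28 ± 0.087 in anti-PD-1 and 2.08 ± 0.072 in the combination group (SD, n = 3). Its log2 change in the combination group was −0.52 (standard error 0.07, adjusted p = 0.0018 by edgeR). Leaving out one tumor at a time kept it between −0.54 and −0.49. Irs2 (gene 384783, chromosome 8, 10984681 to 11008929) went from 15.8 ± 0.56 to 13.6 ± 1.7 FPKM (SD, n = 3), a log2 change of −0.19 (standard error 0.10, adjusted p = 0.17). Pdgfra changed by −0.91 (standard error 0.11, adjusted p = 0.0012) and Pdgfrb by −0.57 (standard error 0.08, adjusted p = 0.0018). The interaction contrast was 0.08 for Irs1 (standard error 0.10) and −0.04 for Pdgfra (standard error 0.16).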

IRS1 and IRS2, the signaling components immediately downstream of the insulin/IR complex, are known to be critical mediators for CRC aggressiveness. Specifically, the IRS1 expression level appears to be inversely correlated to CRC differentiation, highlighting the role of IRS1 in CRC progression and liver metastasis, since IRS1 immunostaining is significantly higher in hepatic metastases relative to both primary CRC and paired colonic epithelium [40]. Likewise, elevated PDGFRα/β levels in the stroma of CRC patients were found to be correlated with metastasis [41] and recurrence [42]. PDGFRs are known to cross-talk with IGR-1R in many cancers [6,43], and PDGFRβ acts as a bypass resistance pathway to IGF-1R inhibition in rhabdomyosarcoma [44]. Therefore, the reduction in PDGFRs by the PB-020/anti-PD-1 combination may partially account for their synergistic therapeutic effect. 

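Pdgfra (gene 18595, chromosome 5, 75151322 to 75198206) had 14.0 ± 1.7 FPKM in CK, 11.4 ± 0.99 in PB-020, 9.13 ± 1.3 in anti-PD-1 and 7.33 ± 0.55 in the combination group (SD, n = 3). Relative to CK, its log2 change was −0.27 in PB-020 (adjusted p = 0.87 by edgeR) and −0.59 in anti-PD-1 (adjusted p = 0.010). Pdgfrb (gene 18596, chromosome 18, 61045127 to 61085067) had 34.5 ± 3.3, 28.8 ± 1.0, 26.6 ± 2.2 and 22.7 ± 1.6 FPKM in the same groups (SD, n = 3). Its log2 change was −0.23 in PB-020 (adjusted p = 0.87) and −0.35 in anti-PD-1 (adjusted p = 0.019). Between the combination and anti-PD-1 alone, Pdgfra differed by −0.31 (standard error 0.11) and Pdgfrb by −0.22 (standard error 0.08). The unadjusted p values were 0.015 and 0.013, and the adjusted p was 0.66 for both. Against PB-020 alone the differences were −0.64 (adjusted p = 0.020) and −0.35 (adjusted p = 0.035).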

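Vtn (gene 22370, chromosome 11, 78499120 to 78502325), which encodes vitronectin, had 1.89 ± 0.81 FPKM in the CK tumors, 1.27 ± 0.10 in PB-020, 0.653 ± 0.29 in anti-PD-1 and 0.510 ± 0.16 in the combination group (SD, n = 3). Its log2 change in the combination group was −1.86 (standard error 0.40, adjusted p = 0.0087 by edgeR), on 9 to 18 counts per tumor. Col3a1 (gene 12825, chromosome 1, 45311538 to 45349706) had 1349 ± 177 FPKM in CK and 451.6 ± 78.0 in the combination group (SD, n = 3), a log2 change of −1.56 (standard error 0.22, adjusted p = 0.0023). Col6a1 and Col6a2 changed by −1.003 (adjusted p = 0.0015) and −1.06 (adjusted p = 0.0017), and Col5a1 by −0.73 (adjusted p = 0.0022). Fn1, which encodes fibronectin, changed by −0.76 (adjusted p = 0.022).

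Some collagen genes moved the other way. Col11a2 rose by 0.70 (adjusted p = 0.032), and Col6a6 passed the paper's thresholds as raised with an adjusted p of 0.14. Col1a1 changed by 0.74 (standard error 0.62, adjusted p = 0.44), with 93.1 ± 36.3 FPKM in CK and 153.1 ± 46.8 in the combination group (SD, n = 3). Col1a2 changed by 0.32 (standard error 0.33, adjusted p = 0.53). Among marker lists of stromal cells, the 4 pericyte genes differed from other genes by −0.58 (camera, adjusted p = 0.085) and the 8 endothelial genes by −0.39 (adjusted p = 0.074). Of the 12 fibroblast genes, 7 were higher and 5 lower than in CK.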

Although the sequencing data were generated from xenografted tumors, a number of differential genes shown in Figure 6B appeared to be stromal in origin (such as Vtn and collagen), indicating a possible stromal impact on CRC that might involve ECM remodeling, fibroblast activation, and immune exclusion. Future in-depth investigations are warranted to fully understand the effects of the PB-020/anti-PD1 combination on changes in relative proportions, tumor infiltration and the antitumor activity of various immune cell types.

## 5. Conclusions

Taken together, in this study, a preclinical proof-of-concept for combating CRC has been established by combining multi-target treatment with PB-020 and clinical anti-tumor drugs.

## Figures and Tables

**Figure 1:**
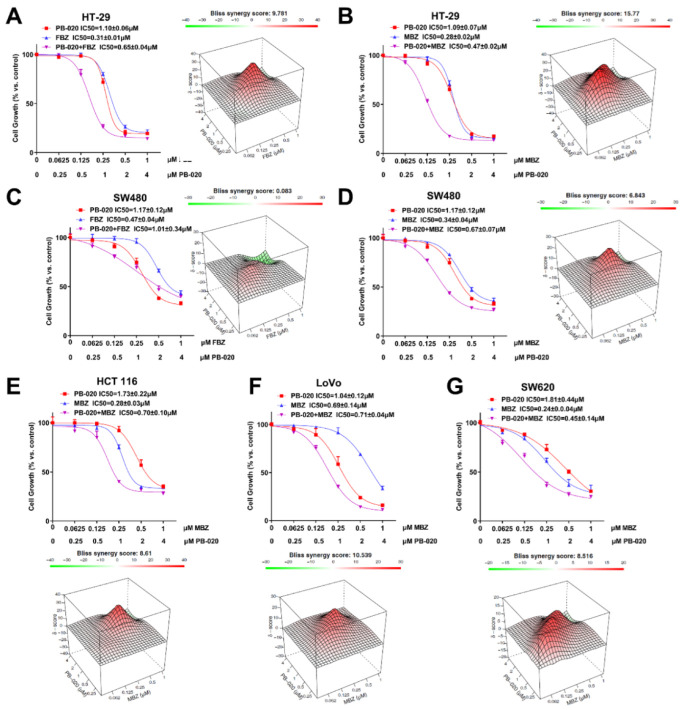
PB-020 in combination with MBZ synergistically reduced the viability of CRC cells. (**A**) HT-29 cells were treated with various concentrations (indicated under the X axis, same below) of PB-020, FBZ and their combination for 72 h, and cell viability was determined using the Cell Counting Kit-8. Bliss independence models were used to analyze the combinatorial inhibitory effect of the combinations. (**B**) HT-29 cells were treated with various concentrations of PB-020, MBZ and their combination for 72 h, and analyzed as in (**A**). (**C**) SW480 cells were treated with various concentrations of PB-020, FBZ and their combination for 72 h, and analyzed as in (**A**). (**D**) SW480 cells were treated with various concentrations of PB-020, MBZ and their combination for 72 h, and analyzed as in (**A**). (**E**) HCT 116 cells were treated with various concentrations of PB-020, MBZ and their combination for 72 h, and analyzed as in (**A**). (**F**) LoVo cells were treated with various concentrations of PB-020, MBZ and their combination for 72 h, and analyzed as in (**A**). (**G**) SW620 cells were treated with various concentrations of PB-020, Taxol and their combination for 72 h, and analyzed as in (**A**).

**Figure 2:**
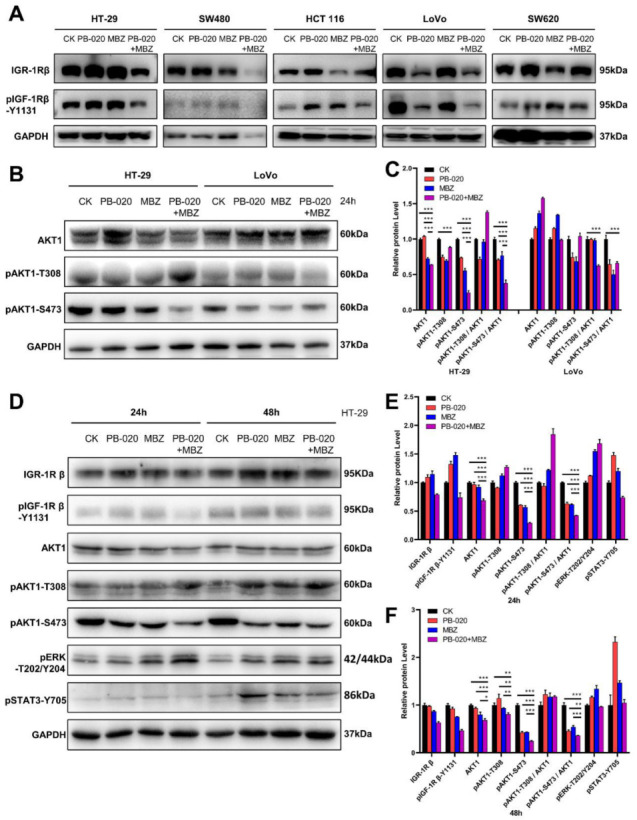
PB-020 in combination with MBZ potently reduced the level of pAKT1-S473 in CRC cells. (**A**) Five CRC cell lines were treated with a vehicle (CK), PB-020 (1 μM), MBZ (0.25 μM) or PB-020/MBZ combination for 72 h. Immunoblotting was conducted with the indicated primary antibodies. (**B**) HT-29 and LoVo cells were treated with a vehicle (CK), PB-020, MBZ or PB-020/MBZ combination for 24 h. Immunoblotting was conducted with the indicated primary antibodies. (**C**) All band intensities in (**B**) were quantified by ImageJ software and plotted as relative protein levels. (**D**) HT-29 cells were treated with a vehicle (CK), PB-020, MBZ or PB-020/MBZ combination for either 24 h or 48 h. Immunoblotting was conducted with the indicated primary antibodies. (**E**,**F**) All band intensities of 24 hour-treated samples in (**D**) were quantified by ImageJ software and plotted in (**E**), and all band intensities of 48 hour-treated samples in (**D**) were quantified by ImageJ software and plotted in (**F**). Significances were determined as *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***).

**Figure 3:**
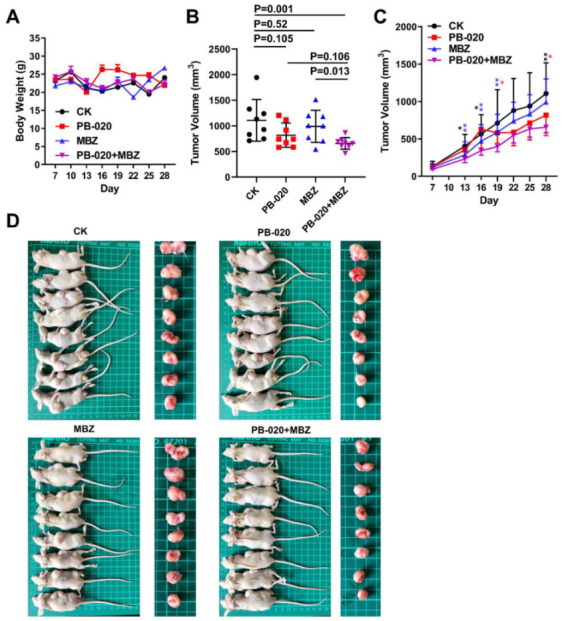
Orally administered PB-020 in combination with MBZ inhibited propagation of HT-29 cell xenografts in vivo. (**A**) Vehicle (CK), PB-020, MBZ or PB-020/MBZ combination orally administered to BALB/c nude mice, as detailed in “Materials and methods”. The effect of compound administration on body weight changes in xenograft mice is presented. (**B**) Tumor volumes at day 28 were plotted. The statistical significance of data was evaluated using the two-tailed unpaired Student’s test. (**C**) Tumor volumes as a function of time (days) were plotted. The statistical significance of data was evaluated using the two-tailed unpaired Student’s test, and differences between PB-020 + MBZ vs. CK, PB-020 + MBZ vs. PB-020 and PB-020 + MBZ vs. MBZ are shown as black, red and blue stars. Significances were determined as *p* < 0.05 (*), *p* < 0.01 (**). (**D**) Sacrificed mice (**left**) and their bearing tumors (**right**) are presented.

**Figure 4:**
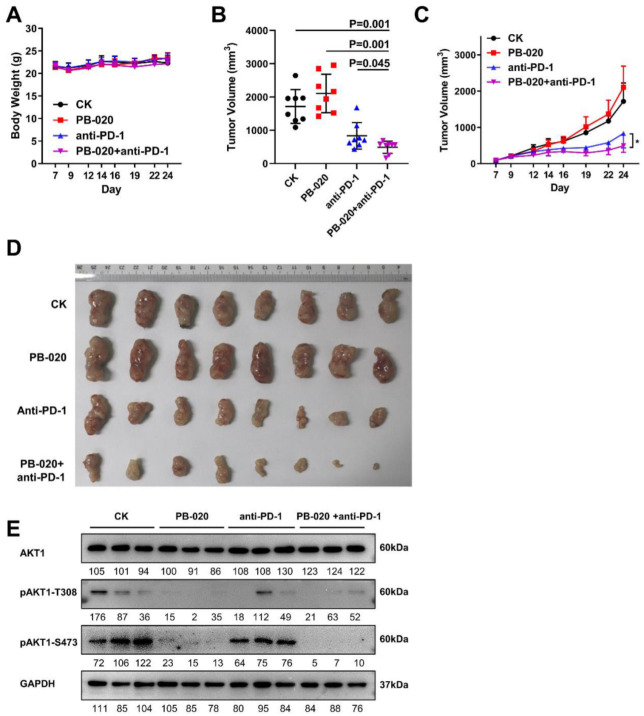
PB-020 in combination with PD-1 blockade inhibited propagation of MC38 colorectal cancer in vivo. (**A**) MC38 cells were subcutaneously implanted in C57BL/6 mice in a syngeneic mouse CRC model. The mice were administered with a vehicle (CK), PB-020, anti-PD-1 monoclonal antibody RMP1-14 or PB-020/anti-PD-1 combination, as detailed in “Materials and methods”. The effect of compound administration on body weight changes in xenograft mice is presented. (**B**) Tumor volumes at day 24 were plotted. The statistical significance of data was evaluated using the two-tailed unpaired Student’s test. (**C**) Tumor volumes as a function of time (days) were plotted. The statistical significance of data was evaluated using the two-tailed unpaired Student’s test, and differences were considered significant at * *p* < 0.05. (**D**) At the end of the experiments, the excised tumors were photographed and presented. (**E**) pAKT1 inhibitory effects of PB-020, anti-PD-1 and combined PB-020 + anti-PD-1 in MC38 tumor tissues were assessed by WB.

**Figure 5:**
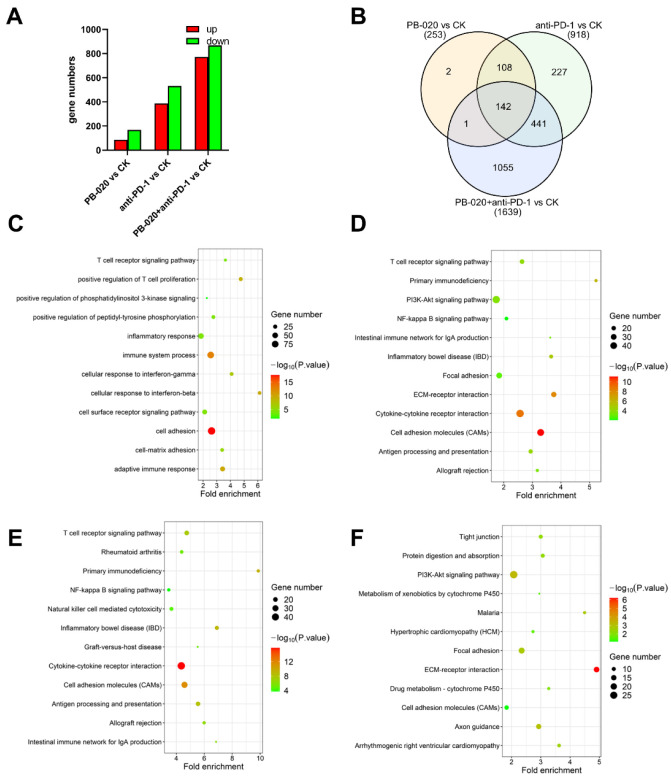
Bioinformatics analysis of DE genes in PB-020/anti-PD-1 combination versus control group mentioned in Figure 4. (**A**) Triplicate tumor tissues from the 4 groups were collected and subjected to RNA-seq analysis, and the up-regulated and down-regulated gene numbers are shown. (**B**) The Venn diagram shows the number of differentially expressed (DE) genes between the PB-020, anti-PD-1 and PB-020/anti-PD-1 combination group versus the control group, respectively. (**C**) GO biological process analysis of the identified DE genes in the PB-020/anti-PD-1 combination versus control group. (**D**) Enrichment analysis of the KEGG pathway of the identified DE genes in the PB-020/anti-PD-1 combination versus control group. (**E**) Enrichment analysis of the KEGG pathway of the identified up-regulated genes in the PB-020/anti-PD-1 combination group versus control group. (**F**) Enrichment analysis of the KEGG pathway of the identified down-regulated genes in the PB-020/anti-PD-1 combination group versus control group. The size and color of the circles represent the number of enriched genes and the adjusted *p* value, respectively.

**Figure 6:**
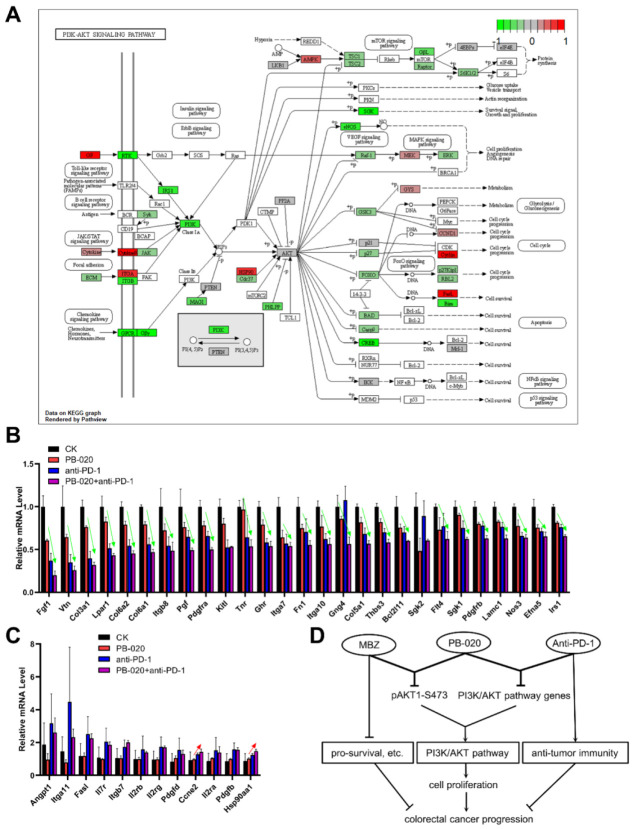
PB-020 in combination with PD-1 blockade suppressed the transcription of PI3K/AKT pathway genes. (**A**) The identified DE genes in the PB-020/anti-PD-1 combination group versus control group were largely involved in the PI3K/AKT signaling pathway. (**B**) Fold change in down-regulated PI3K/AKT pathway genes in the PB-020 group, anti-PD-1 group and PB-020/anti-PD-1 combination group versus the control, respectively. Green arrows indicate synergistic or additive suppression effects. (**C**) Fold change in up-regulated PI3K/AKT pathway genes in the PB-020 group, anti-PD-1 group and PB-020/anti-PD-1 combination group versus the control, respectively. Red arrows indicate synergistic or additive enhancement effects. (**D**) Graphical summary of the key findings of this work.

## Data Availability

The data presented in this study are available upon request from the corresponding author. All sequencing data reported in this study have been submitted to the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/, accessed on 20 August 2022) under accession number GSE189469.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14235747/s1, Figure S1: Inhibitory effect of PB-020 and Taxol against HT-29 and SW480 colorectal cancer cells; Figure S2: Inhibitory effect of PB-020/FBZ or PB-020/MBZ against HT-29 colorectal cancer cells; Figure S3: Inhibitory effect of PB-020/FBZ or PB-020/MBZ against SW480 colorectal cancer cells; Figure S4: Inhibitory effect of PB-020 and MBZ against HCT 116 and LoVo colorectal cancer cells; Figure S5: Inhibitory effect of PB-020 and MBZ against SW620 colorectal cancer cells; Figure S6: Quantified band intensity in Figure S2; Figure S7: Data of tumor volumes in Figures S3C and S4C; Figure S8: Summary of RNA-seq reads analysis of tumor samples with the vehicle, PB-020, anti-PD-1 monoclonal antibody RMP1-14 or PB-020 + anti-PD-1 treatments; Figure S9: GO analysis of the identified differentially expressed (DE) genes in combined PB-020 + anti-PD-1 group versus control group; Figure S10: KEGG pathway analysis of up-regulated and down-regulated DE genes mentioned in Figure S4; Figure S11: GO analysis of DE genes in PB-020 group and anti-PD-1 group versus control group; Figure S12: KEGG pathway analysis of DE genes in PB-020 group and anti-PD-1 group versus control group.

# Supplementary material for: The Novel IGF-1R Inhibitor PB-020 Acts Synergistically with Anti-PD-1 and Mebendazole against Colorectal Cancer
**Source:** Cancers (Basel). 2022 Nov 23;14(23):5747. doi: 10.3390/cancers14235747
**Supplement:** Supplementary file 1

## Slide 1
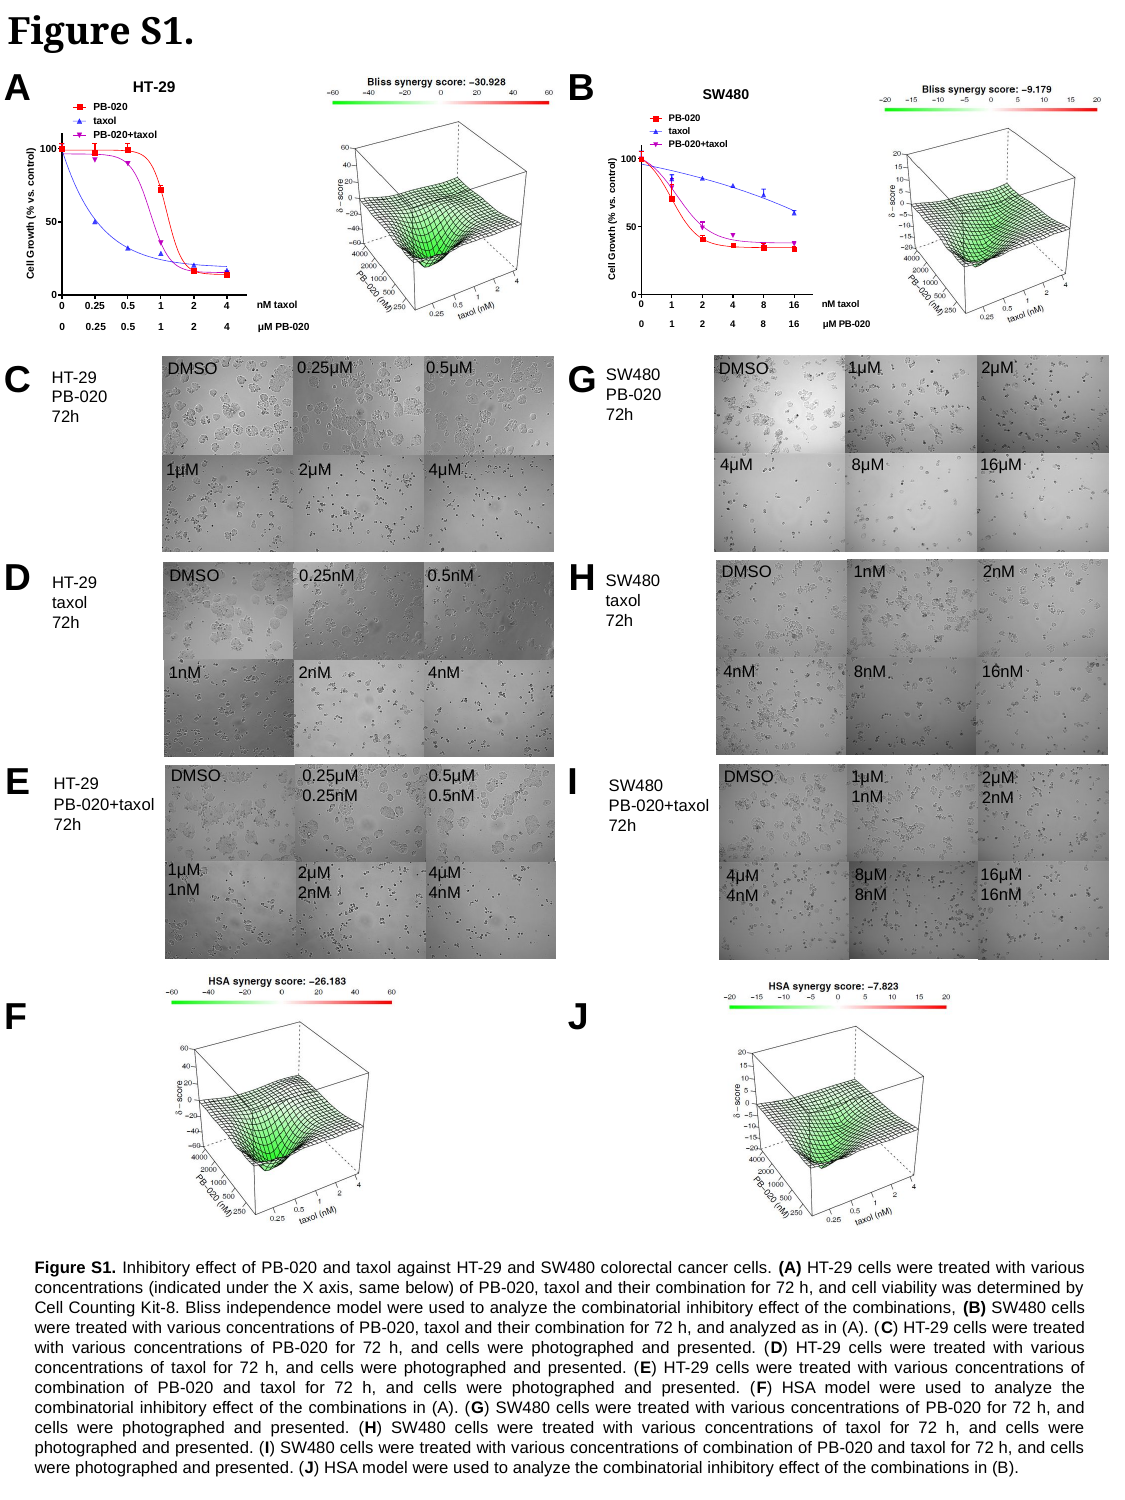

Figure S1.
A
B
1μM
2μM
C
G
0.25μM
0.5μM
DMSO
DMSO
SW480
PB-020
72h
HT-29
PB-020
72h
4μM
8μM
16μM
1μM
 2μM
4μM
D
H
DMSO
1nM
2nM
0.25nM
0.5nM
DMSO
SW480
taxol
72h
HT-29
taxol
72h
4nM
8nM
16nM
1nM
2nM
4nM
E
I
DMSO
0.25μM
0.25nM
0.5μM
0.5nM
1μM
1nM
DMSO
2μM
2nM
HT-29
PB-020+taxol
72h
SW480
PB-020+taxol
72h
1μM
1nM
2μM
2nM
4μM
4nM
16μM
16nM
8μM
8nM
4μM
4nM
F
J
Figure S1. Inhibitory effect of PB-020 and taxol against HT-29 and SW480 colorectal cancer cells. (A) HT-29 cells were treated with various concentrations (indicated under the X axis, same below) of PB-020, taxol and their combination for 72 h, and cell viability was determined by Cell Counting Kit-8. Bliss independence model were used to analyze the combinatorial inhibitory effect of the combinations, (B) SW480 cells were treated with various concentrations of PB-020, taxol and their combination for 72 h, and analyzed as in (A). (C) HT-29 cells were treated with various concentrations of PB-020 for 72 h, and cells were photographed and presented. (D) HT-29 cells were treated with various concentrations of taxol for 72 h, and cells were photographed and presented. (E) HT-29 cells were treated with various concentrations of combination of PB-020 and taxol for 72 h, and cells were photographed and presented. (F) HSA model were used to analyze the combinatorial inhibitory effect of the combinations in (A). (G) SW480 cells were treated with various concentrations of PB-020 for 72 h, and cells were photographed and presented. (H) SW480 cells were treated with various concentrations of taxol for 72 h, and cells were photographed and presented. (I) SW480 cells were treated with various concentrations of combination of PB-020 and taxol for 72 h, and cells were photographed and presented. (J) HSA model were used to analyze the combinatorial inhibitory effect of the combinations in (B).

## Slide 2
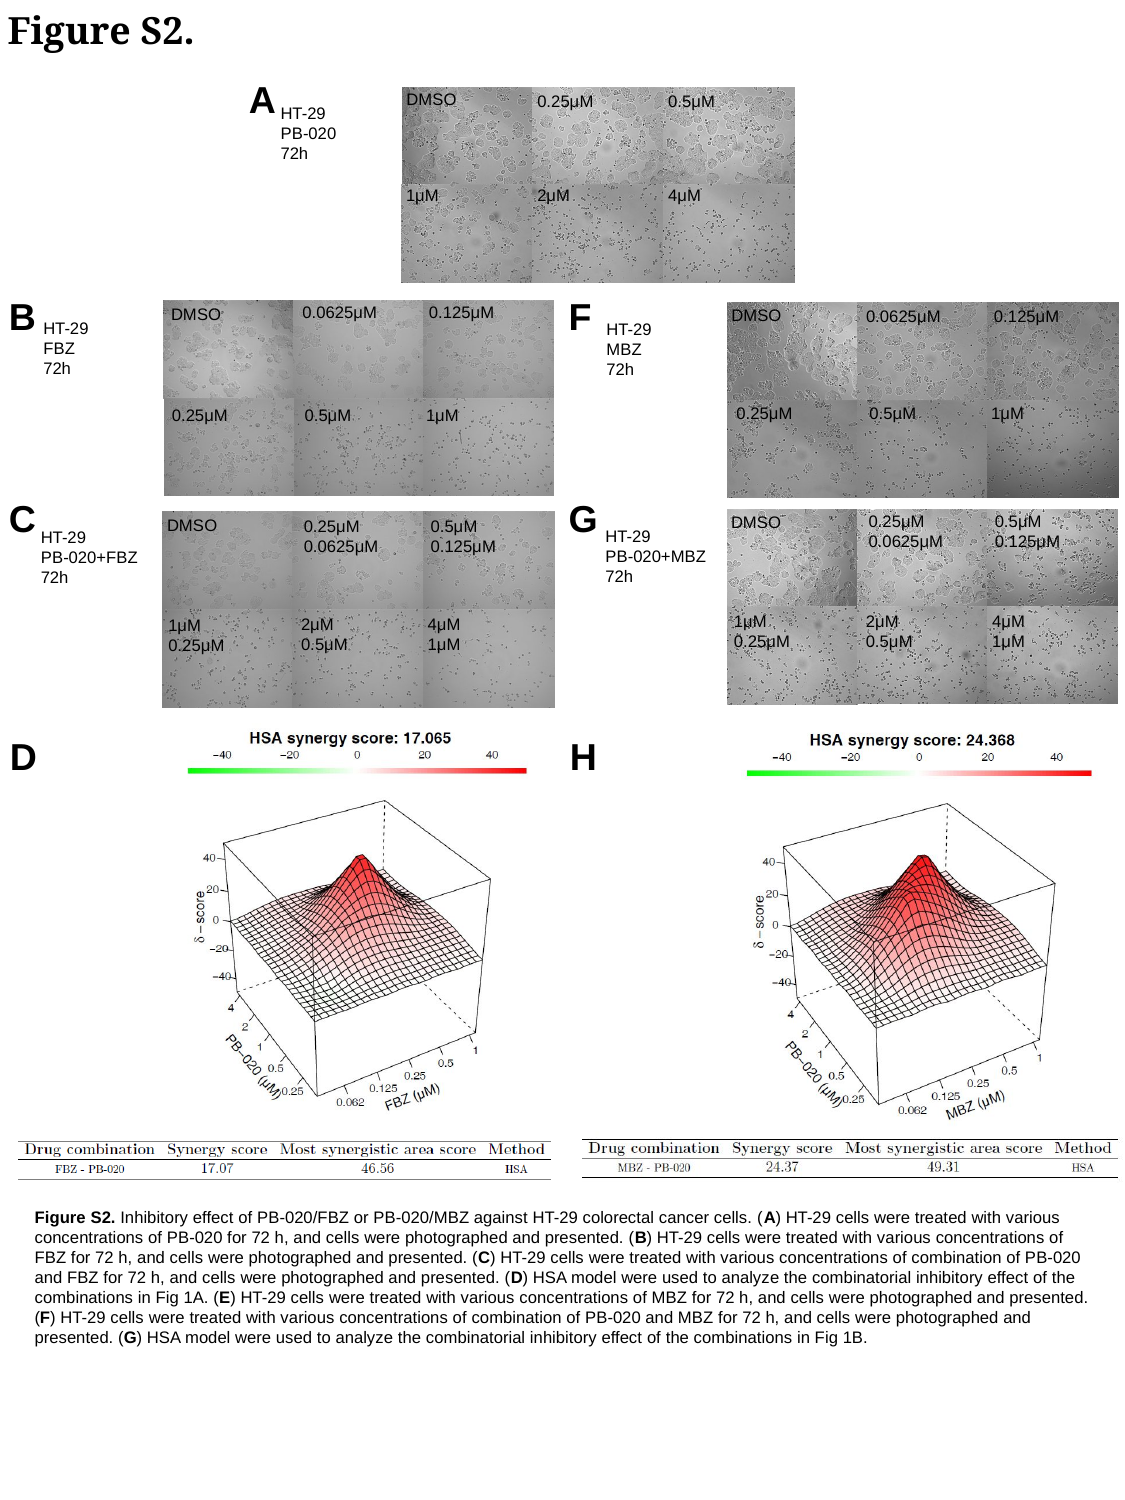

Figure S2.
A
DMSO
0.25μM
0.5μM
HT-29
PB-020
72h
2μM
4μM
1μM
B
F
0.0625μM
0.125μM
DMSO
DMSO
0.0625μM
0.125μM
HT-29
FBZ
72h
HT-29
MBZ
72h
0.25μM
 0.5μM
1μM
0.25μM
 0.5μM
1μM
C
G
0.25μM 0.0625μM
0.5μM 0.125μM
DMSO
DMSO
0.25μM 0.0625μM
0.5μM 0.125μM
HT-29
PB-020+MBZ
72h
HT-29
PB-020+FBZ
72h
1μM
0.25μM
2μM
0.5μM
4μM
1μM
2μM 0.5μM
4μM
1μM
1μM 0.25μM
D
H
Figure S2. Inhibitory effect of PB-020/FBZ or PB-020/MBZ against HT-29 colorectal cancer cells. (A) HT-29 cells were treated with various concentrations of PB-020 for 72 h, and cells were photographed and presented. (B) HT-29 cells were treated with various concentrations of FBZ for 72 h, and cells were photographed and presented. (C) HT-29 cells were treated with various concentrations of combination of PB-020 and FBZ for 72 h, and cells were photographed and presented. (D) HSA model were used to analyze the combinatorial inhibitory effect of the combinations in Fig 1A. (E) HT-29 cells were treated with various concentrations of MBZ for 72 h, and cells were photographed and presented. (F) HT-29 cells were treated with various concentrations of combination of PB-020 and MBZ for 72 h, and cells were photographed and presented. (G) HSA model were used to analyze the combinatorial inhibitory effect of the combinations in Fig 1B.

## Slide 3
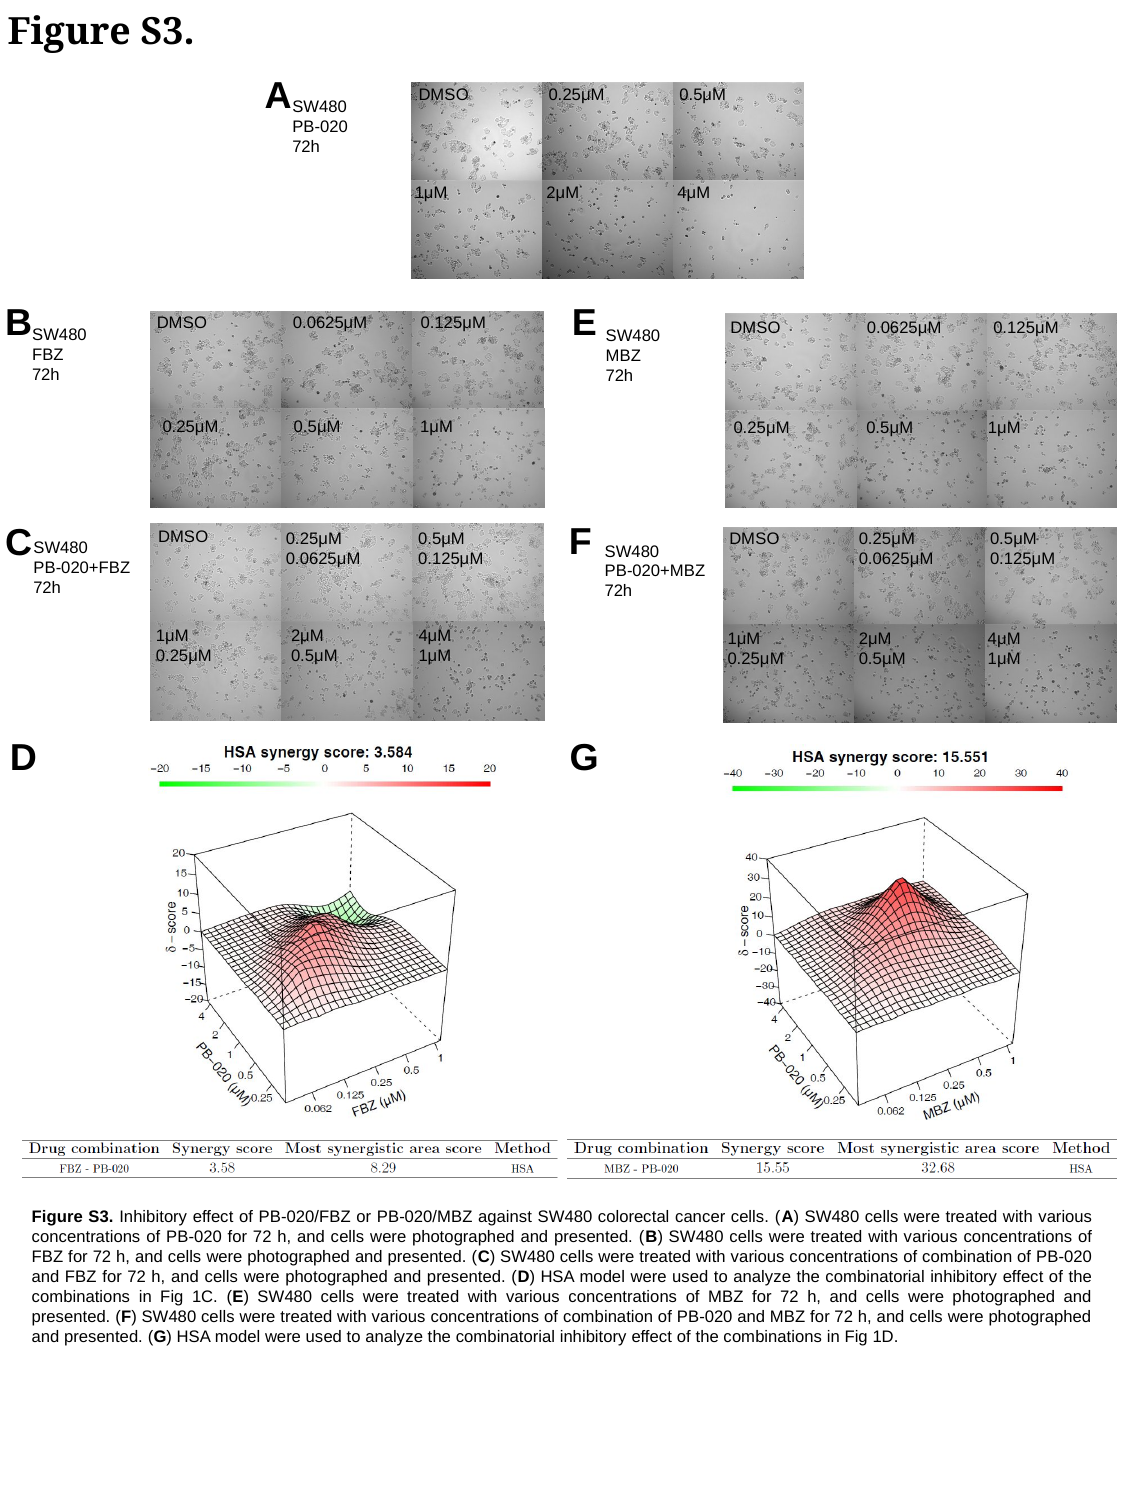

Figure S3.
A
DMSO
0.25μM
0.5μM
SW480
PB-020
72h
2μM
4μM
1μM
B
E
0.0625μM
0.125μM
DMSO
0.0625μM
0.125μM
DMSO
SW480
FBZ
72h
SW480
MBZ
72h
0.25μM
 0.5μM
1μM
0.25μM
 0.5μM
1μM
0.25μM
F
C
DMSO
0.25μM 0.0625μM
0.5μM 0.125μM
DMSO
0.25μM 0.0625μM
0.5μM 0.125μM
SW480
PB-020+FBZ
72h
SW480
PB-020+MBZ
72h
1μM 0.25μM
2μM 0.5μM
4μM
1μM
2μM 0.5μM
1μM
0.25μM
4μM
1μM
D
G
Figure S3. Inhibitory effect of PB-020/FBZ or PB-020/MBZ against SW480 colorectal cancer cells. (A) SW480 cells were treated with various concentrations of PB-020 for 72 h, and cells were photographed and presented. (B) SW480 cells were treated with various concentrations of FBZ for 72 h, and cells were photographed and presented. (C) SW480 cells were treated with various concentrations of combination of PB-020 and FBZ for 72 h, and cells were photographed and presented. (D) HSA model were used to analyze the combinatorial inhibitory effect of the combinations in Fig 1C. (E) SW480 cells were treated with various concentrations of MBZ for 72 h, and cells were photographed and presented. (F) SW480 cells were treated with various concentrations of combination of PB-020 and MBZ for 72 h, and cells were photographed and presented. (G) HSA model were used to analyze the combinatorial inhibitory effect of the combinations in Fig 1D.

## Slide 4
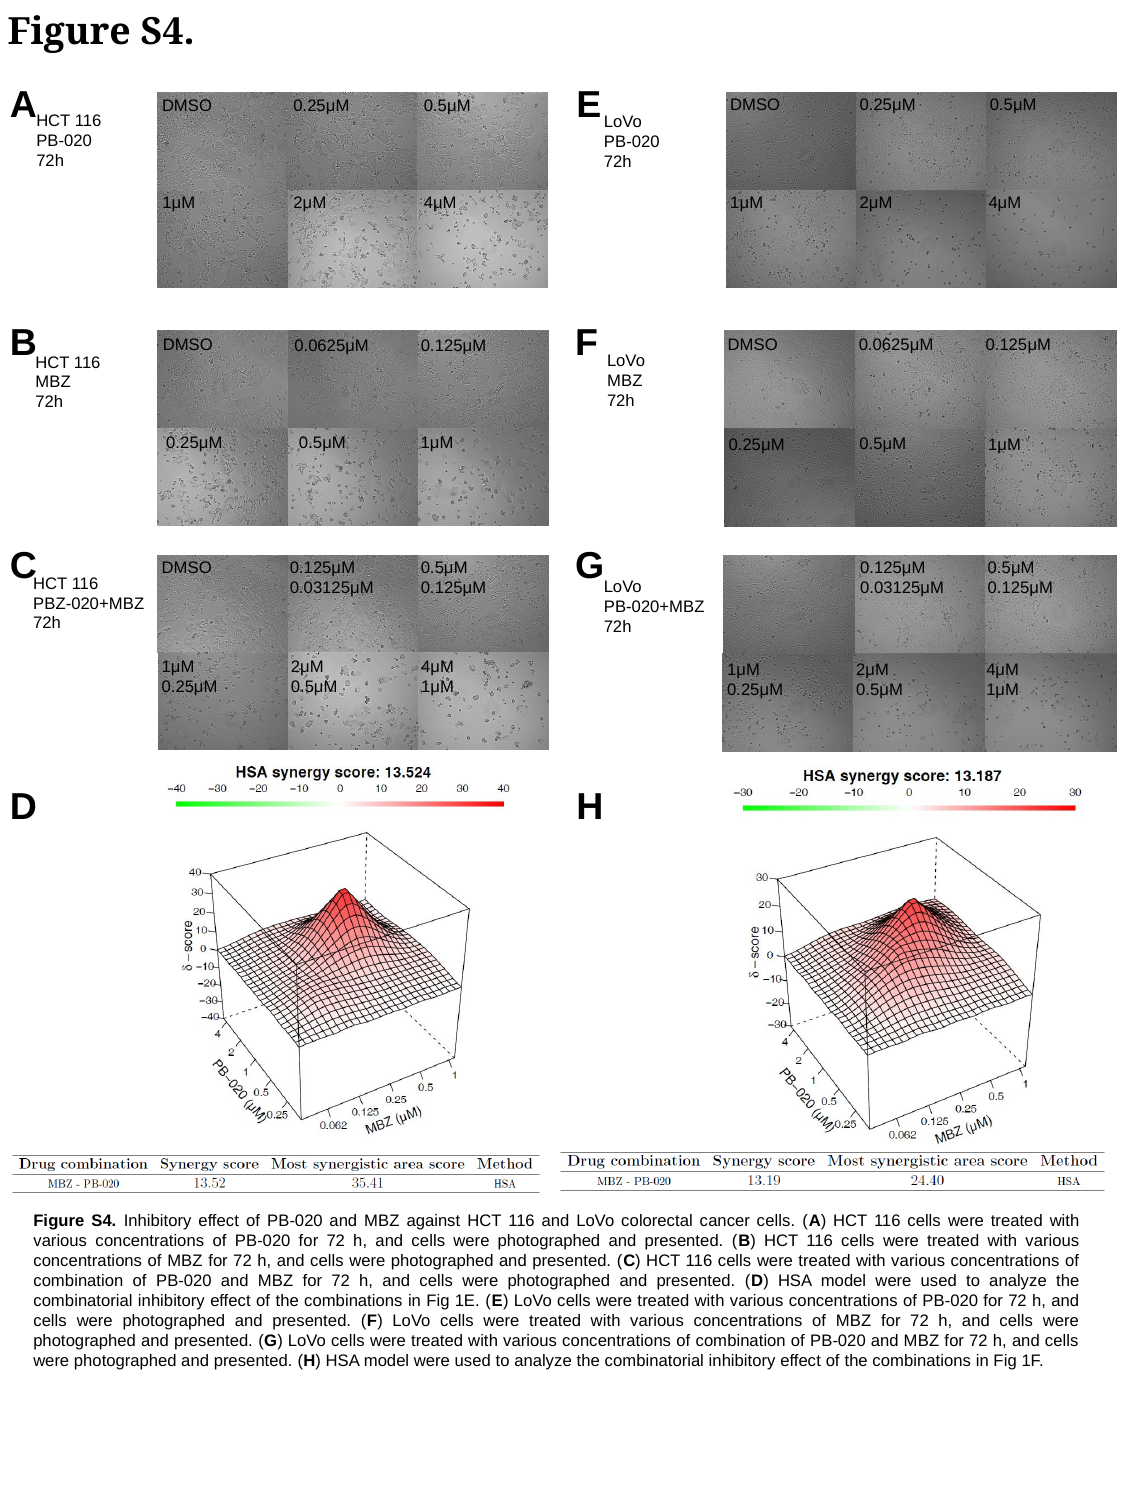

Figure S4.
A
E
DMSO
0.25μM
0.5μM
DMSO
0.25μM
0.5μM
HCT 116
PB-020
72h
LoVo
PB-020
72h
2μM
4μM
1μM
2μM
4μM
1μM
B
F
DMSO
0.0625μM
0.125μM
DMSO
0.0625μM
0.125μM
LoVo
MBZ
72h
HCT 116
MBZ
72h
0.25μM
 0.5μM
1μM
 0.5μM
0.25μM
1μM
C
G
DMSO
0.125μM 0.03125μM
0.5μM 0.125μM
DMSO
0.125μM 0.03125μM
0.5μM 0.125μM
HCT 116
PBZ-020+MBZ
72h
LoVo
PB-020+MBZ
72h
1μM
0.25μM
2μM
0.5μM
4μM
1μM
1μM
0.25μM
2μM
0.5μM
4μM
1μM
D
H
Figure S4. Inhibitory effect of PB-020 and MBZ against HCT 116 and LoVo colorectal cancer cells. (A) HCT 116 cells were treated with various concentrations of PB-020 for 72 h, and cells were photographed and presented. (B) HCT 116 cells were treated with various concentrations of MBZ for 72 h, and cells were photographed and presented. (C) HCT 116 cells were treated with various concentrations of combination of PB-020 and MBZ for 72 h, and cells were photographed and presented. (D) HSA model were used to analyze the combinatorial inhibitory effect of the combinations in Fig 1E. (E) LoVo cells were treated with various concentrations of PB-020 for 72 h, and cells were photographed and presented. (F) LoVo cells were treated with various concentrations of MBZ for 72 h, and cells were photographed and presented. (G) LoVo cells were treated with various concentrations of combination of PB-020 and MBZ for 72 h, and cells were photographed and presented. (H) HSA model were used to analyze the combinatorial inhibitory effect of the combinations in Fig 1F.

## Slide 5
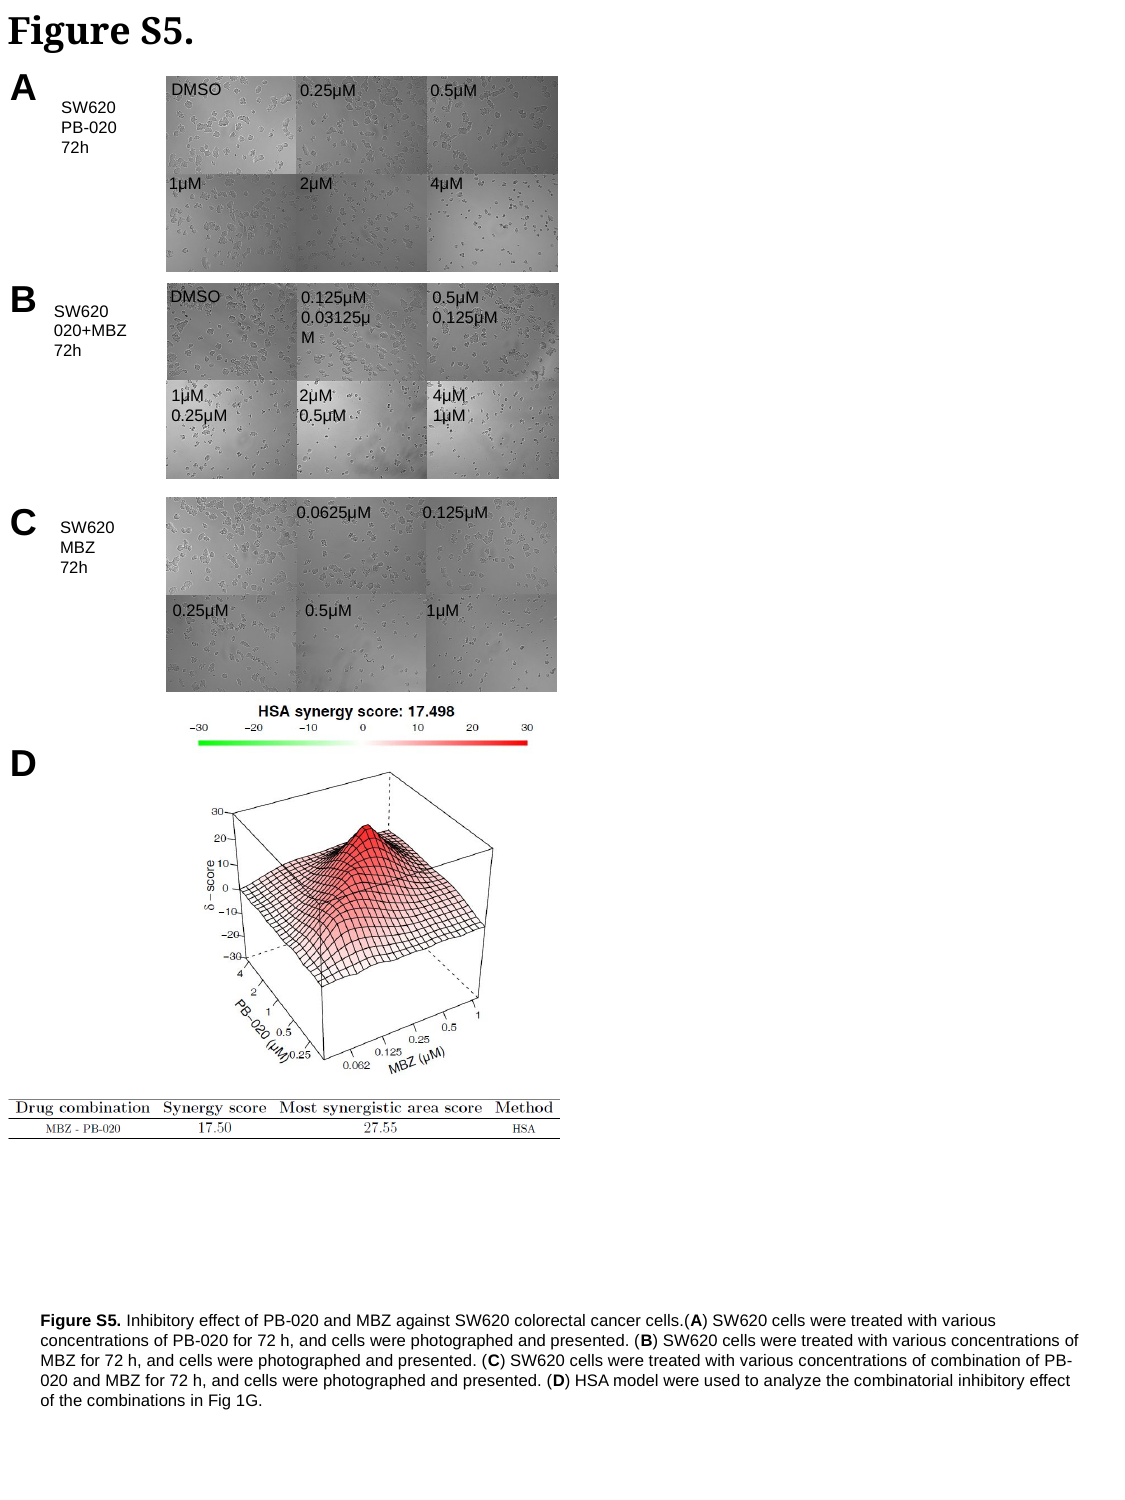

Figure S5.
A
DMSO
0.25μM
0.5μM
SW620
PB-020
72h
2μM
4μM
1μM
B
DMSO
0.125μM 0.03125μM
0.5μM 0.125μM
SW620
020+MBZ
72h
1μM
0.25μM
2μM
0.5μM
4μM
1μM
C
DMSO
0.0625μM
0.125μM
SW620
MBZ
72h
0.25μM
 0.5μM
1μM
D
Figure S5. Inhibitory effect of PB-020 and MBZ against SW620 colorectal cancer cells.(A) SW620 cells were treated with various concentrations of PB-020 for 72 h, and cells were photographed and presented. (B) SW620 cells were treated with various concentrations of MBZ for 72 h, and cells were photographed and presented. (C) SW620 cells were treated with various concentrations of combination of PB-020 and MBZ for 72 h, and cells were photographed and presented. (D) HSA model were used to analyze the combinatorial inhibitory effect of the combinations in Fig 1G.

## Slide 6
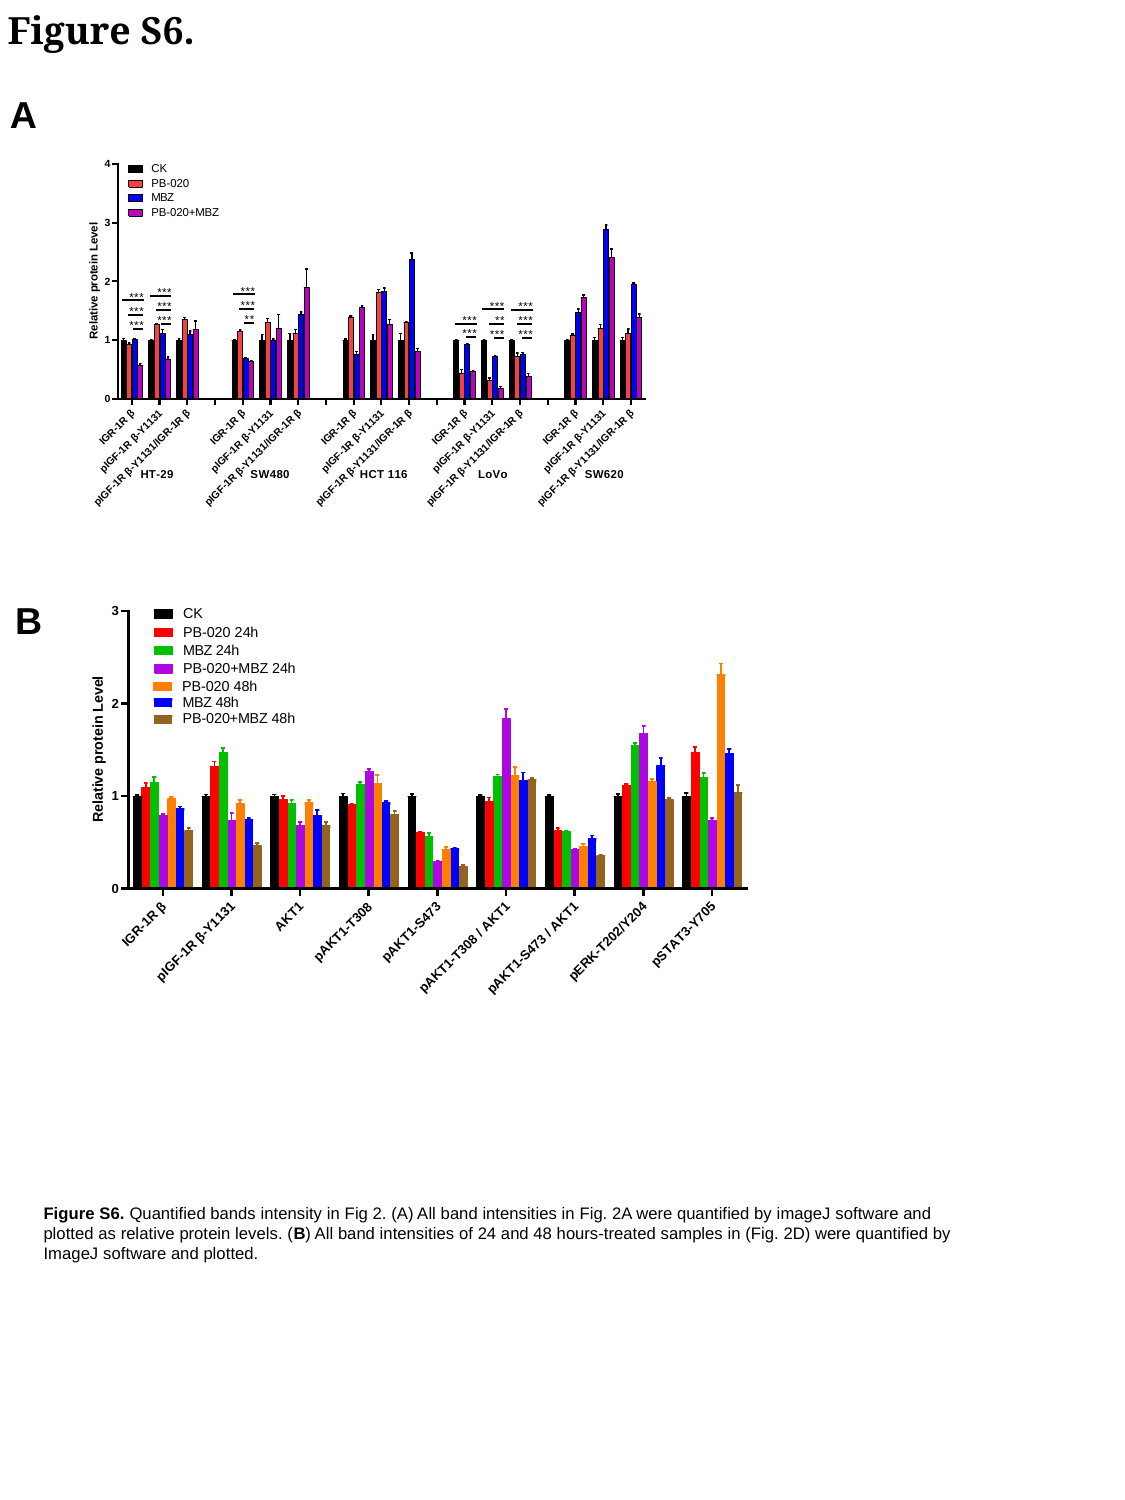

Figure S6.
A
B
Figure S6. Quantified bands intensity in Fig 2. (A) All band intensities in Fig. 2A were quantified by imageJ software and plotted as relative protein levels. (B) All band intensities of 24 and 48 hours-treated samples in (Fig. 2D) were quantified by ImageJ software and plotted.

## Slide 7
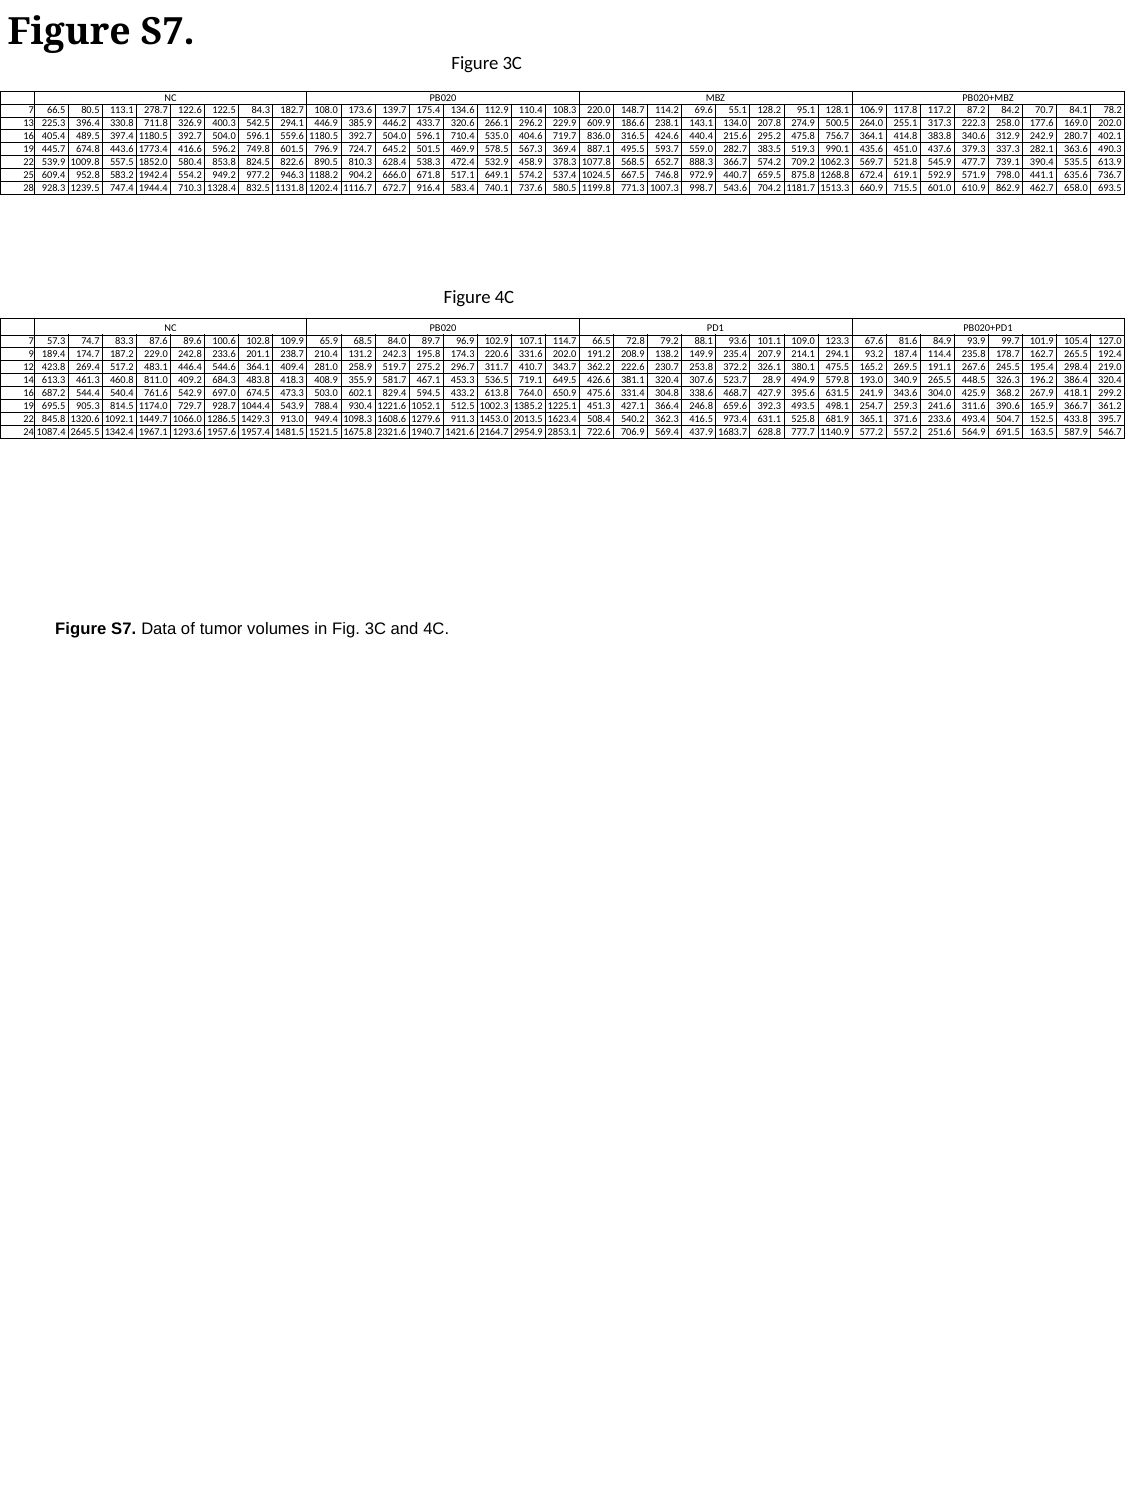

Figure S7.
Figure 3C
| | NC | | | | | | | | PB020 | | | | | | | | MBZ | | | | | | | | PB020+MBZ | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 7 | 66.5 | 80.5 | 113.1 | 278.7 | 122.6 | 122.5 | 84.3 | 182.7 | 108.0 | 173.6 | 139.7 | 175.4 | 134.6 | 112.9 | 110.4 | 108.3 | 220.0 | 148.7 | 114.2 | 69.6 | 55.1 | 128.2 | 95.1 | 128.1 | 106.9 | 117.8 | 117.2 | 87.2 | 84.2 | 70.7 | 84.1 | 78.2 |
| 13 | 225.3 | 396.4 | 330.8 | 711.8 | 326.9 | 400.3 | 542.5 | 294.1 | 446.9 | 385.9 | 446.2 | 433.7 | 320.6 | 266.1 | 296.2 | 229.9 | 609.9 | 186.6 | 238.1 | 143.1 | 134.0 | 207.8 | 274.9 | 500.5 | 264.0 | 255.1 | 317.3 | 222.3 | 258.0 | 177.6 | 169.0 | 202.0 |
| 16 | 405.4 | 489.5 | 397.4 | 1180.5 | 392.7 | 504.0 | 596.1 | 559.6 | 1180.5 | 392.7 | 504.0 | 596.1 | 710.4 | 535.0 | 404.6 | 719.7 | 836.0 | 316.5 | 424.6 | 440.4 | 215.6 | 295.2 | 475.8 | 756.7 | 364.1 | 414.8 | 383.8 | 340.6 | 312.9 | 242.9 | 280.7 | 402.1 |
| 19 | 445.7 | 674.8 | 443.6 | 1773.4 | 416.6 | 596.2 | 749.8 | 601.5 | 796.9 | 724.7 | 645.2 | 501.5 | 469.9 | 578.5 | 567.3 | 369.4 | 887.1 | 495.5 | 593.7 | 559.0 | 282.7 | 383.5 | 519.3 | 990.1 | 435.6 | 451.0 | 437.6 | 379.3 | 337.3 | 282.1 | 363.6 | 490.3 |
| 22 | 539.9 | 1009.8 | 557.5 | 1852.0 | 580.4 | 853.8 | 824.5 | 822.6 | 890.5 | 810.3 | 628.4 | 538.3 | 472.4 | 532.9 | 458.9 | 378.3 | 1077.8 | 568.5 | 652.7 | 888.3 | 366.7 | 574.2 | 709.2 | 1062.3 | 569.7 | 521.8 | 545.9 | 477.7 | 739.1 | 390.4 | 535.5 | 613.9 |
| 25 | 609.4 | 952.8 | 583.2 | 1942.4 | 554.2 | 949.2 | 977.2 | 946.3 | 1188.2 | 904.2 | 666.0 | 671.8 | 517.1 | 649.1 | 574.2 | 537.4 | 1024.5 | 667.5 | 746.8 | 972.9 | 440.7 | 659.5 | 875.8 | 1268.8 | 672.4 | 619.1 | 592.9 | 571.9 | 798.0 | 441.1 | 635.6 | 736.7 |
| 28 | 928.3 | 1239.5 | 747.4 | 1944.4 | 710.3 | 1328.4 | 832.5 | 1131.8 | 1202.4 | 1116.7 | 672.7 | 916.4 | 583.4 | 740.1 | 737.6 | 580.5 | 1199.8 | 771.3 | 1007.3 | 998.7 | 543.6 | 704.2 | 1181.7 | 1513.3 | 660.9 | 715.5 | 601.0 | 610.9 | 862.9 | 462.7 | 658.0 | 693.5 |
Figure 4C
| | NC | | | | | | | | PB020 | | | | | | | | PD1 | | | | | | | | PB020+PD1 | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 7 | 57.3 | 74.7 | 83.3 | 87.6 | 89.6 | 100.6 | 102.8 | 109.9 | 65.9 | 68.5 | 84.0 | 89.7 | 96.9 | 102.9 | 107.1 | 114.7 | 66.5 | 72.8 | 79.2 | 88.1 | 93.6 | 101.1 | 109.0 | 123.3 | 67.6 | 81.6 | 84.9 | 93.9 | 99.7 | 101.9 | 105.4 | 127.0 |
| 9 | 189.4 | 174.7 | 187.2 | 229.0 | 242.8 | 233.6 | 201.1 | 238.7 | 210.4 | 131.2 | 242.3 | 195.8 | 174.3 | 220.6 | 331.6 | 202.0 | 191.2 | 208.9 | 138.2 | 149.9 | 235.4 | 207.9 | 214.1 | 294.1 | 93.2 | 187.4 | 114.4 | 235.8 | 178.7 | 162.7 | 265.5 | 192.4 |
| 12 | 423.8 | 269.4 | 517.2 | 483.1 | 446.4 | 544.6 | 364.1 | 409.4 | 281.0 | 258.9 | 519.7 | 275.2 | 296.7 | 311.7 | 410.7 | 343.7 | 362.2 | 222.6 | 230.7 | 253.8 | 372.2 | 326.1 | 380.1 | 475.5 | 165.2 | 269.5 | 191.1 | 267.6 | 245.5 | 195.4 | 298.4 | 219.0 |
| 14 | 613.3 | 461.3 | 460.8 | 811.0 | 409.2 | 684.3 | 483.8 | 418.3 | 408.9 | 355.9 | 581.7 | 467.1 | 453.3 | 536.5 | 719.1 | 649.5 | 426.6 | 381.1 | 320.4 | 307.6 | 523.7 | 28.9 | 494.9 | 579.8 | 193.0 | 340.9 | 265.5 | 448.5 | 326.3 | 196.2 | 386.4 | 320.4 |
| 16 | 687.2 | 544.4 | 540.4 | 761.6 | 542.9 | 697.0 | 674.5 | 473.3 | 503.0 | 602.1 | 829.4 | 594.5 | 433.2 | 613.8 | 764.0 | 650.9 | 475.6 | 331.4 | 304.8 | 338.6 | 468.7 | 427.9 | 395.6 | 631.5 | 241.9 | 343.6 | 304.0 | 425.9 | 368.2 | 267.9 | 418.1 | 299.2 |
| 19 | 695.5 | 905.3 | 814.5 | 1174.0 | 729.7 | 928.7 | 1044.4 | 543.9 | 788.4 | 930.4 | 1221.6 | 1052.1 | 512.5 | 1002.3 | 1385.2 | 1225.1 | 451.3 | 427.1 | 366.4 | 246.8 | 659.6 | 392.3 | 493.5 | 498.1 | 254.7 | 259.3 | 241.6 | 311.6 | 390.6 | 165.9 | 366.7 | 361.2 |
| 22 | 845.8 | 1320.6 | 1092.1 | 1449.7 | 1066.0 | 1286.5 | 1429.3 | 913.0 | 949.4 | 1098.3 | 1608.6 | 1279.6 | 911.3 | 1453.0 | 2013.5 | 1623.4 | 508.4 | 540.2 | 362.3 | 416.5 | 973.4 | 631.1 | 525.8 | 681.9 | 365.1 | 371.6 | 233.6 | 493.4 | 504.7 | 152.5 | 433.8 | 395.7 |
| 24 | 1087.4 | 2645.5 | 1342.4 | 1967.1 | 1293.6 | 1957.6 | 1957.4 | 1481.5 | 1521.5 | 1675.8 | 2321.6 | 1940.7 | 1421.6 | 2164.7 | 2954.9 | 2853.1 | 722.6 | 706.9 | 569.4 | 437.9 | 1683.7 | 628.8 | 777.7 | 1140.9 | 577.2 | 557.2 | 251.6 | 564.9 | 691.5 | 163.5 | 587.9 | 546.7 |
Figure S7. Data of tumor volumes in Fig. 3C and 4C.

## Slide 8
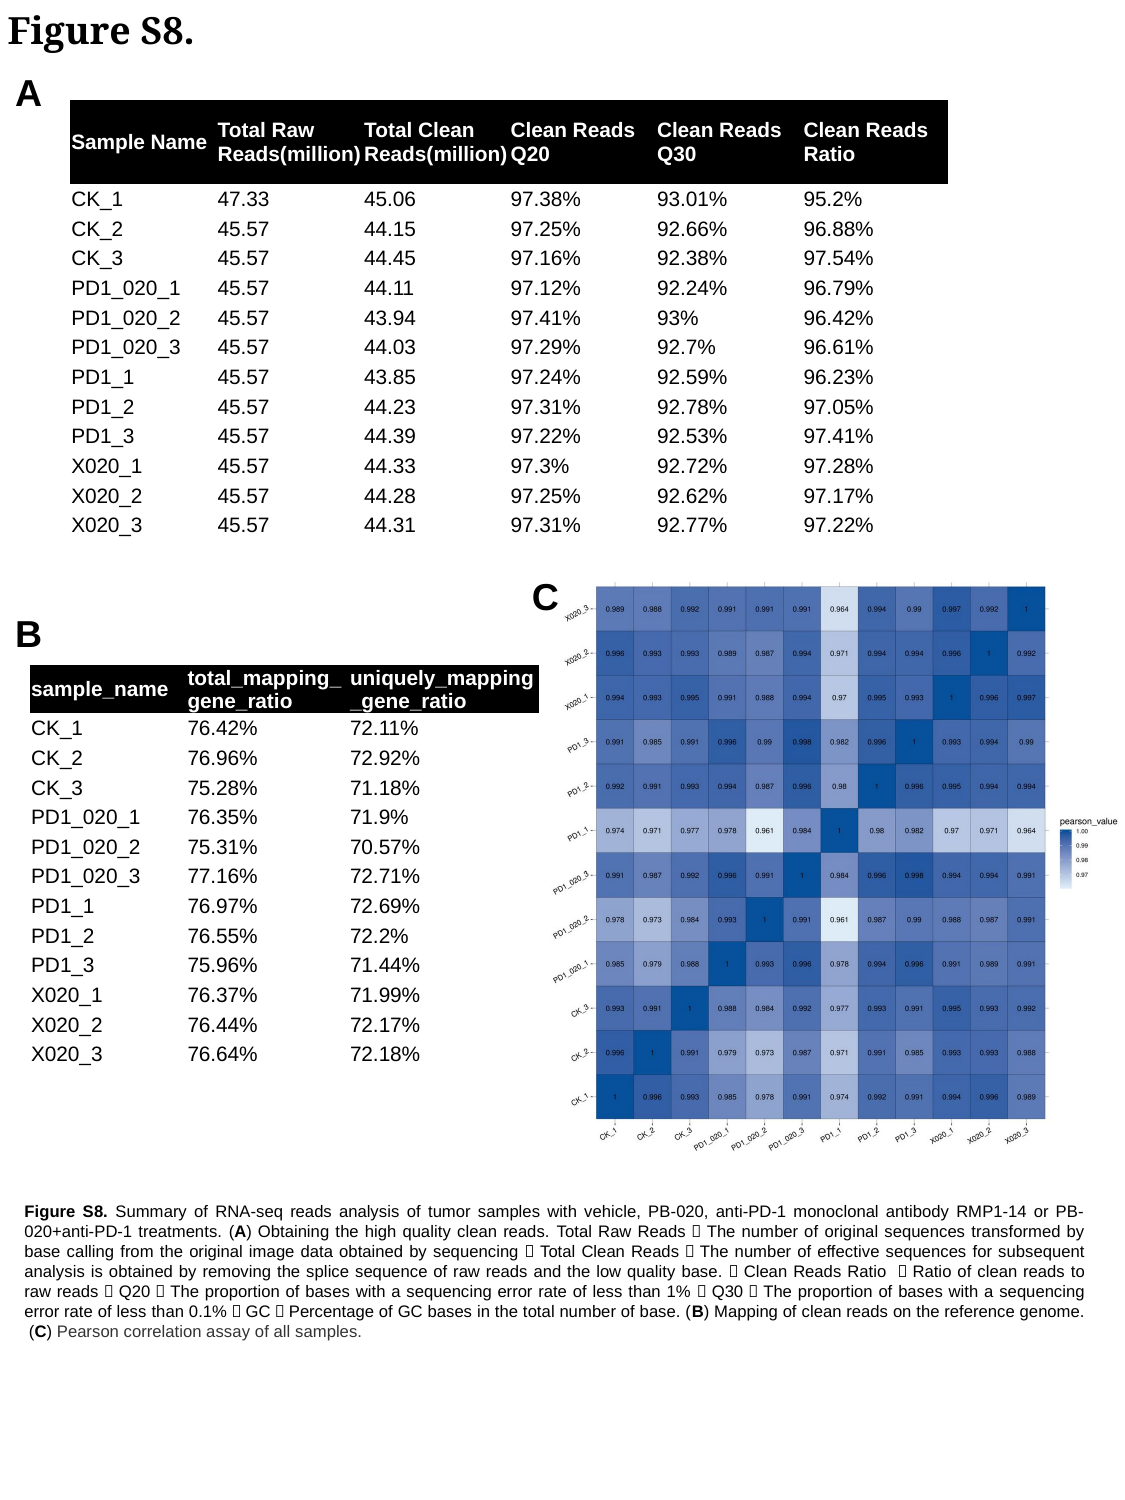

Figure S8.
A
| Sample Name | Total Raw Reads(million) | Total Clean Reads(million) | Clean Reads Q20 | Clean Reads Q30 | Clean Reads Ratio |
| --- | --- | --- | --- | --- | --- |
| CK\_1 | 47.33 | 45.06 | 97.38% | 93.01% | 95.2% |
| CK\_2 | 45.57 | 44.15 | 97.25% | 92.66% | 96.88% |
| CK\_3 | 45.57 | 44.45 | 97.16% | 92.38% | 97.54% |
| PD1\_020\_1 | 45.57 | 44.11 | 97.12% | 92.24% | 96.79% |
| PD1\_020\_2 | 45.57 | 43.94 | 97.41% | 93% | 96.42% |
| PD1\_020\_3 | 45.57 | 44.03 | 97.29% | 92.7% | 96.61% |
| PD1\_1 | 45.57 | 43.85 | 97.24% | 92.59% | 96.23% |
| PD1\_2 | 45.57 | 44.23 | 97.31% | 92.78% | 97.05% |
| PD1\_3 | 45.57 | 44.39 | 97.22% | 92.53% | 97.41% |
| X020\_1 | 45.57 | 44.33 | 97.3% | 92.72% | 97.28% |
| X020\_2 | 45.57 | 44.28 | 97.25% | 92.62% | 97.17% |
| X020\_3 | 45.57 | 44.31 | 97.31% | 92.77% | 97.22% |
C
B
| sample\_name | total\_mapping\_gene\_ratio | uniquely\_mapping\_gene\_ratio |
| --- | --- | --- |
| CK\_1 | 76.42% | 72.11% |
| CK\_2 | 76.96% | 72.92% |
| CK\_3 | 75.28% | 71.18% |
| PD1\_020\_1 | 76.35% | 71.9% |
| PD1\_020\_2 | 75.31% | 70.57% |
| PD1\_020\_3 | 77.16% | 72.71% |
| PD1\_1 | 76.97% | 72.69% |
| PD1\_2 | 76.55% | 72.2% |
| PD1\_3 | 75.96% | 71.44% |
| X020\_1 | 76.37% | 71.99% |
| X020\_2 | 76.44% | 72.17% |
| X020\_3 | 76.64% | 72.18% |
Figure S8. Summary of RNA-seq reads analysis of tumor samples with vehicle, PB-020, anti-PD-1 monoclonal antibody RMP1-14 or PB-020+anti-PD-1 treatments. (A) Obtaining the high quality clean reads. Total Raw Reads：The number of original sequences transformed by base calling from the original image data obtained by sequencing；Total Clean Reads：The number of effective sequences for subsequent analysis is obtained by removing the splice sequence of raw reads and the low quality base.；Clean Reads Ratio ：Ratio of clean reads to raw reads；Q20：The proportion of bases with a sequencing error rate of less than 1%；Q30：The proportion of bases with a sequencing error rate of less than 0.1%；GC：Percentage of GC bases in the total number of base. (B) Mapping of clean reads on the reference genome. (C) Pearson correlation assay of all samples.

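Recomputed from log2(FPKM + 1) over the 18211 genes, Pearson's r between 2 libraries of the same group was 0.987 to 0.997 (median 0.995 over 12 pairs). Between libraries of different groups it was 0.981 to 0.997 (median 0.993 over 54 pairs), so the ranges overlapped. These correlations run across genes, which are not independent replicates. The lowest values within a group were those of anti-PD-1 tumor 1 with the other anti-PD-1 tumors, 0.987 and 0.991. Without that tumor, the lowest within a group was 0.992. A chi-square comparison of counts gave 5.14 to 32.0 per gene for same-group libraries and 5.49 to 54.9 for libraries of different groups. These values are far above that of sampling noise alone, so no pair was one library counted again. Sampling noise leaves out variation in library preparation, so separate libraries from one tumor were not excluded. In a principal component analysis, the first component held 36.3% of the variance and the second 15.1%. The CK and PB-020 tumors lay between −33.7 and −12.9 on the first component and the combination tumors between 19.8 and 22.8. The anti-PD-1 tumors were spread from −4.63 to 46.9.

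**Figure D3:**
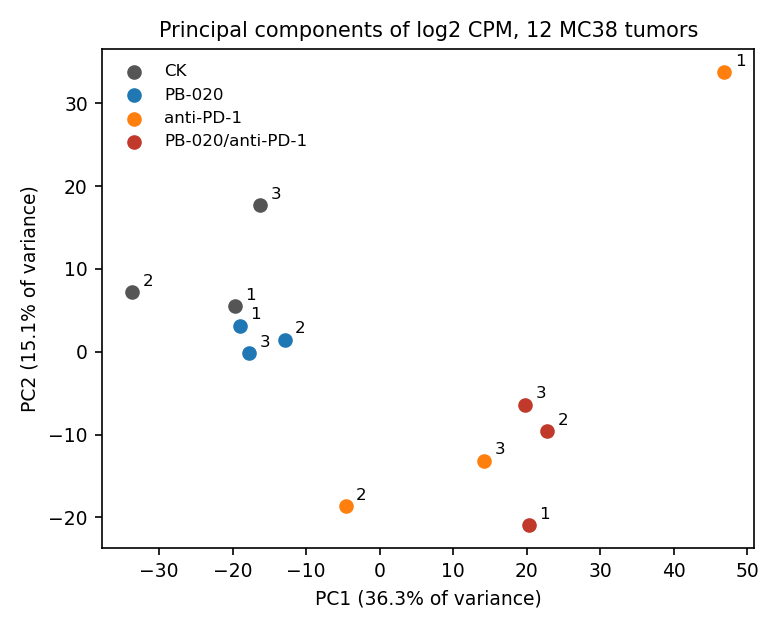
First principal component (horizontal axis, 36.3% of the variance) against the second (vertical axis, 15.1%) of the log2 CPM of the 12 libraries. Each point is 1 tumor, colored by group; anti-PD-1 tumor 1 lies at 46.9 on the first component, apart from the other 11.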

## Slide 9
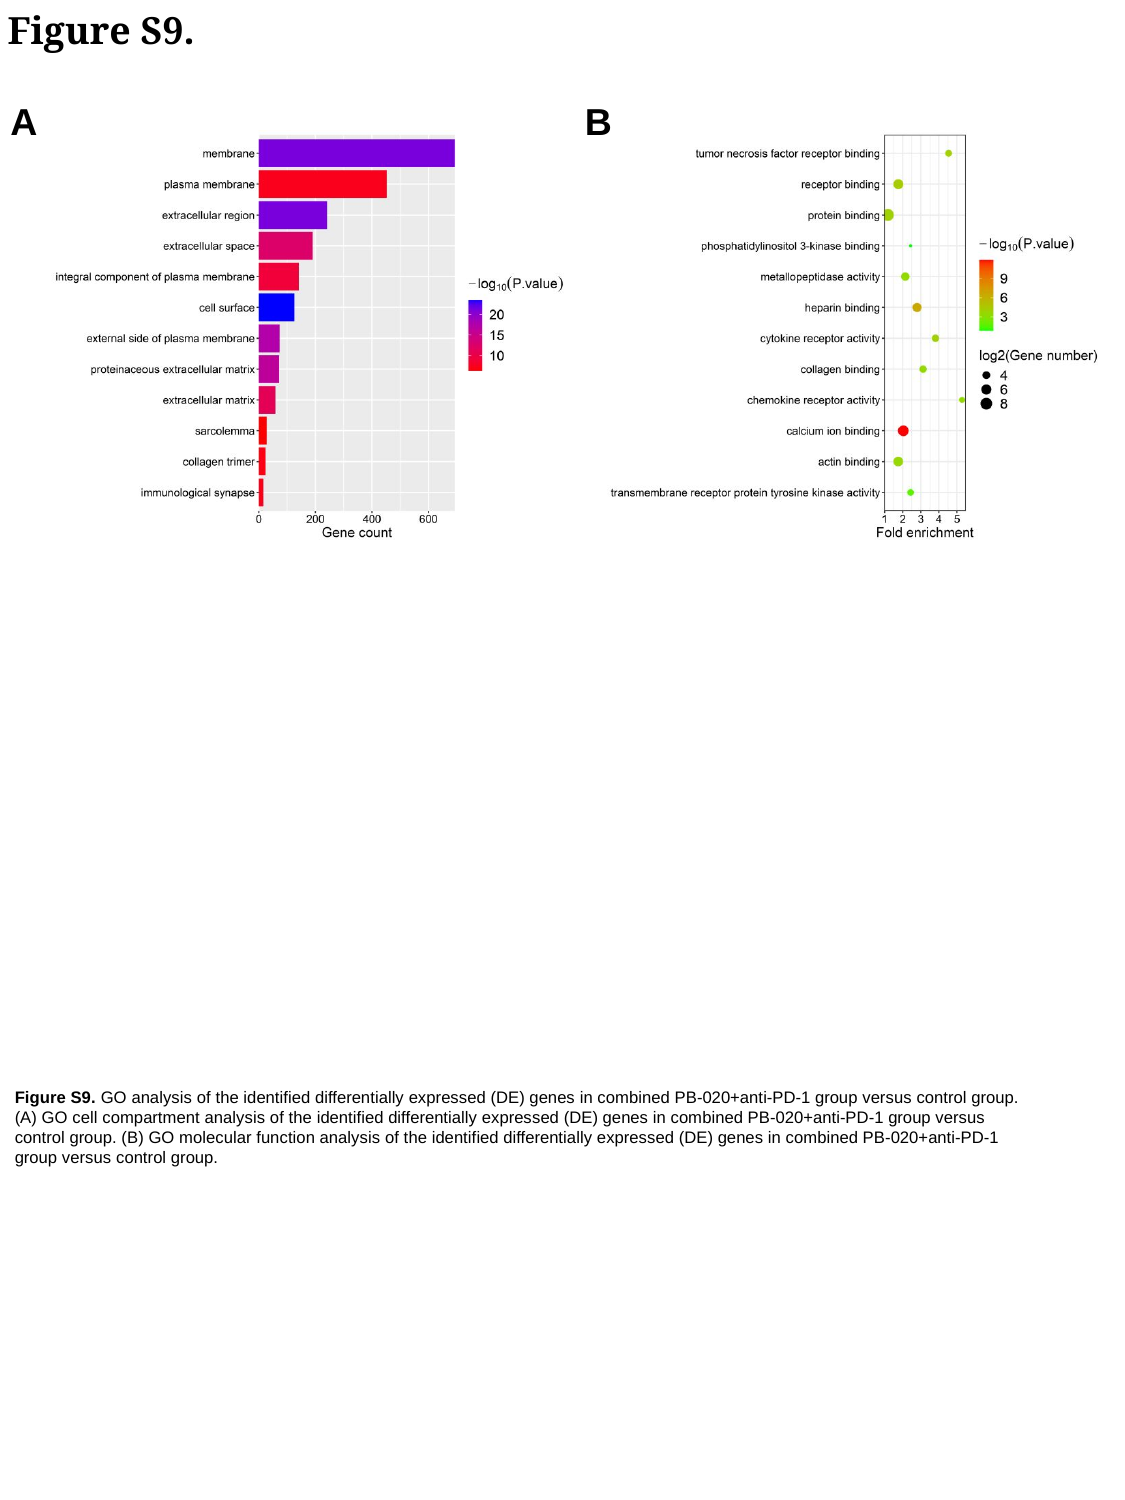

Figure S9.
A
B
Figure S9. GO analysis of the identified differentially expressed (DE) genes in combined PB-020+anti-PD-1 group versus control group. (A) GO cell compartment analysis of the identified differentially expressed (DE) genes in combined PB-020+anti-PD-1 group versus control group. (B) GO molecular function analysis of the identified differentially expressed (DE) genes in combined PB-020+anti-PD-1 group versus control group.

## Slide 10
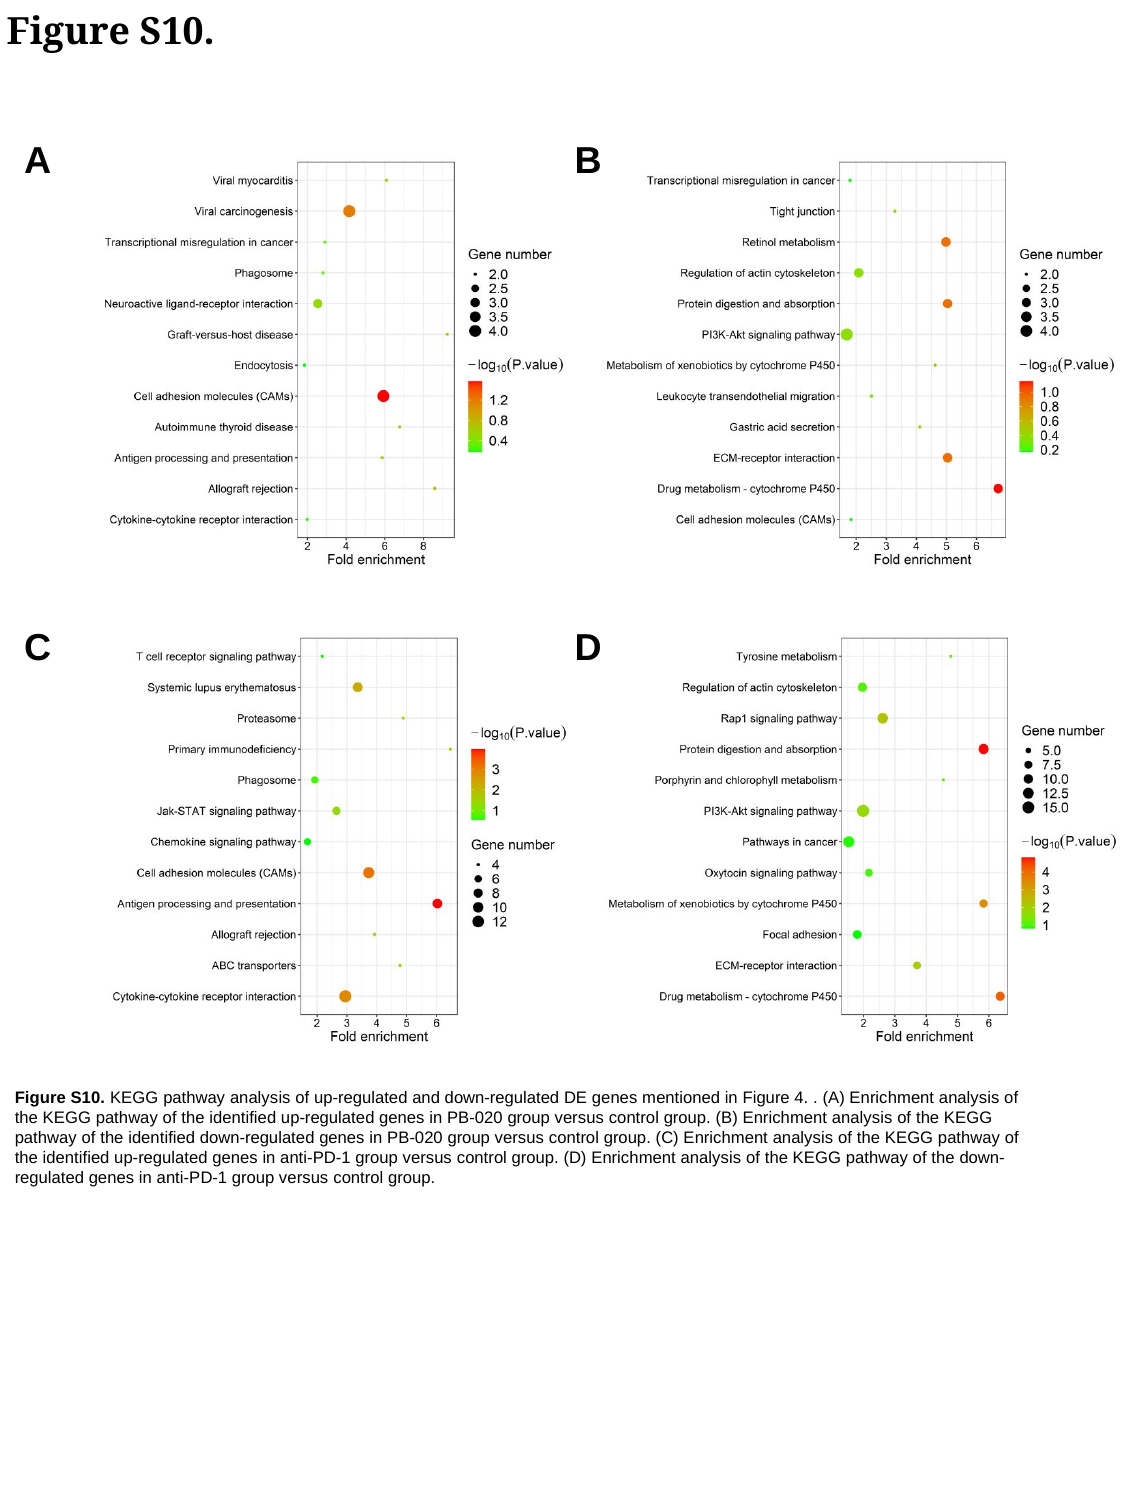

Figure S10.
A
B
C
D
Figure S10. KEGG pathway analysis of up-regulated and down-regulated DE genes mentioned in Figure 4. . (A) Enrichment analysis of the KEGG pathway of the identified up-regulated genes in PB-020 group versus control group. (B) Enrichment analysis of the KEGG pathway of the identified down-regulated genes in PB-020 group versus control group. (C) Enrichment analysis of the KEGG pathway of the identified up-regulated genes in anti-PD-1 group versus control group. (D) Enrichment analysis of the KEGG pathway of the down-regulated genes in anti-PD-1 group versus control group.

## Slide 11
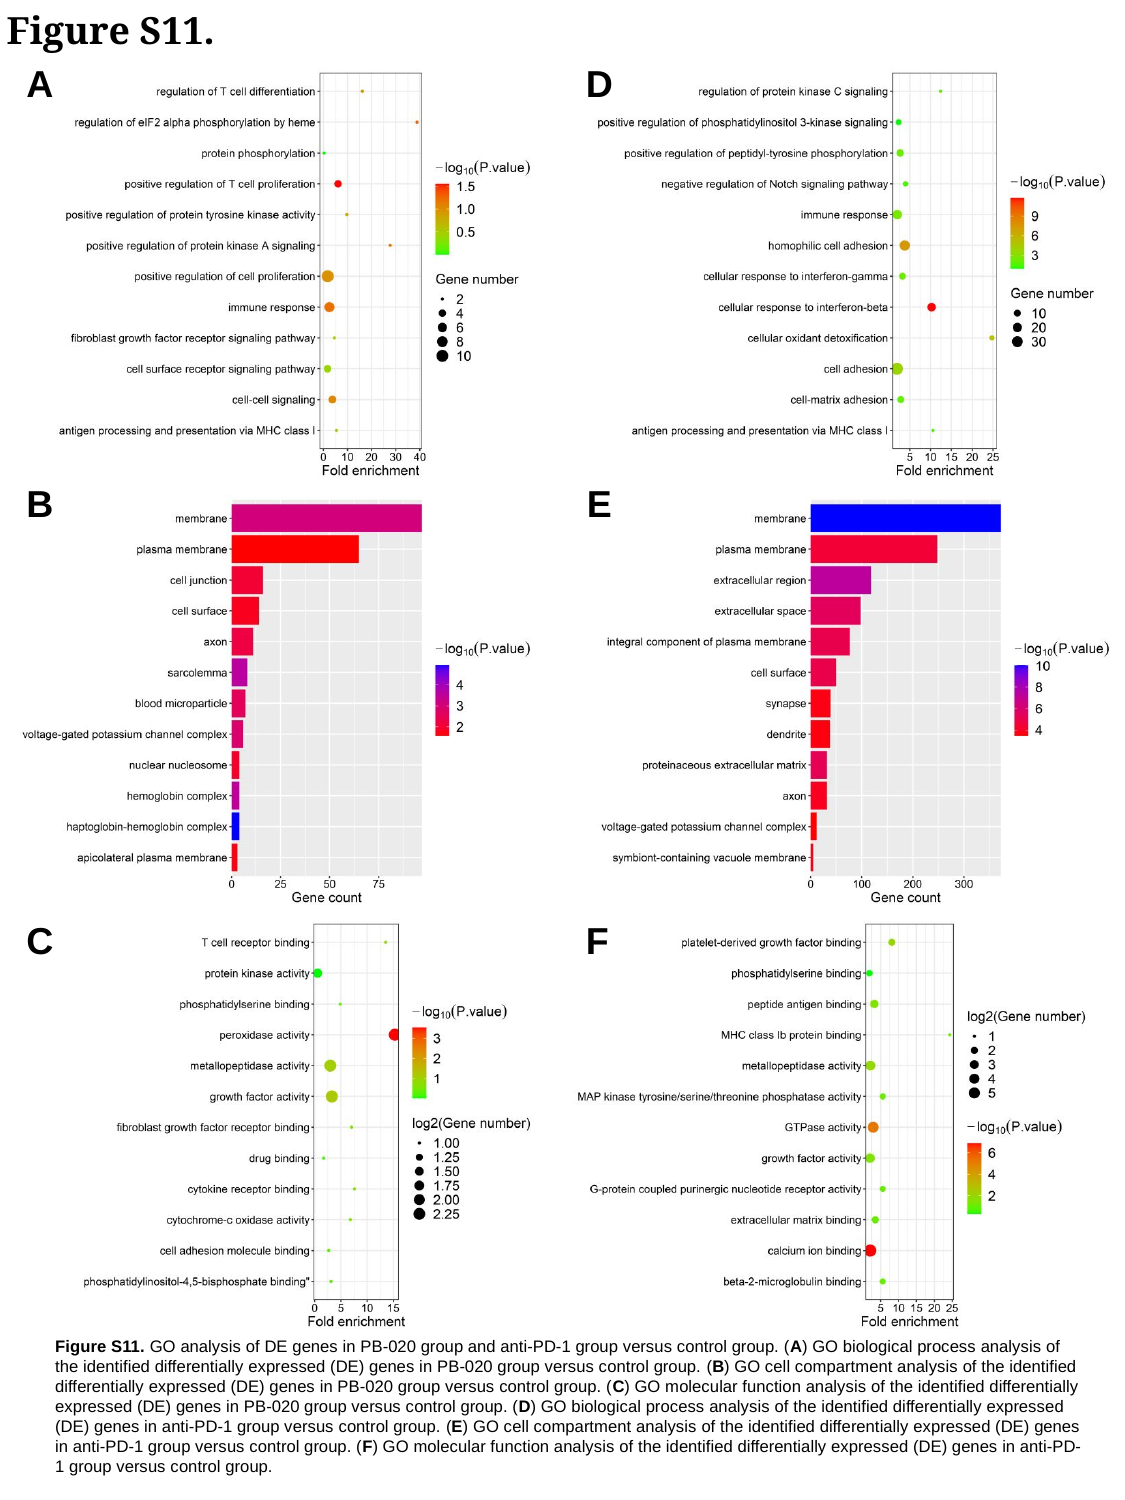

Figure S11.
A
D
B
E
C
F
Figure S11. GO analysis of DE genes in PB-020 group and anti-PD-1 group versus control group. (A) GO biological process analysis of the identified differentially expressed (DE) genes in PB-020 group versus control group. (B) GO cell compartment analysis of the identified differentially expressed (DE) genes in PB-020 group versus control group. (C) GO molecular function analysis of the identified differentially expressed (DE) genes in PB-020 group versus control group. (D) GO biological process analysis of the identified differentially expressed (DE) genes in anti-PD-1 group versus control group. (E) GO cell compartment analysis of the identified differentially expressed (DE) genes in anti-PD-1 group versus control group. (F) GO molecular function analysis of the identified differentially expressed (DE) genes in anti-PD-1 group versus control group.

## Slide 12
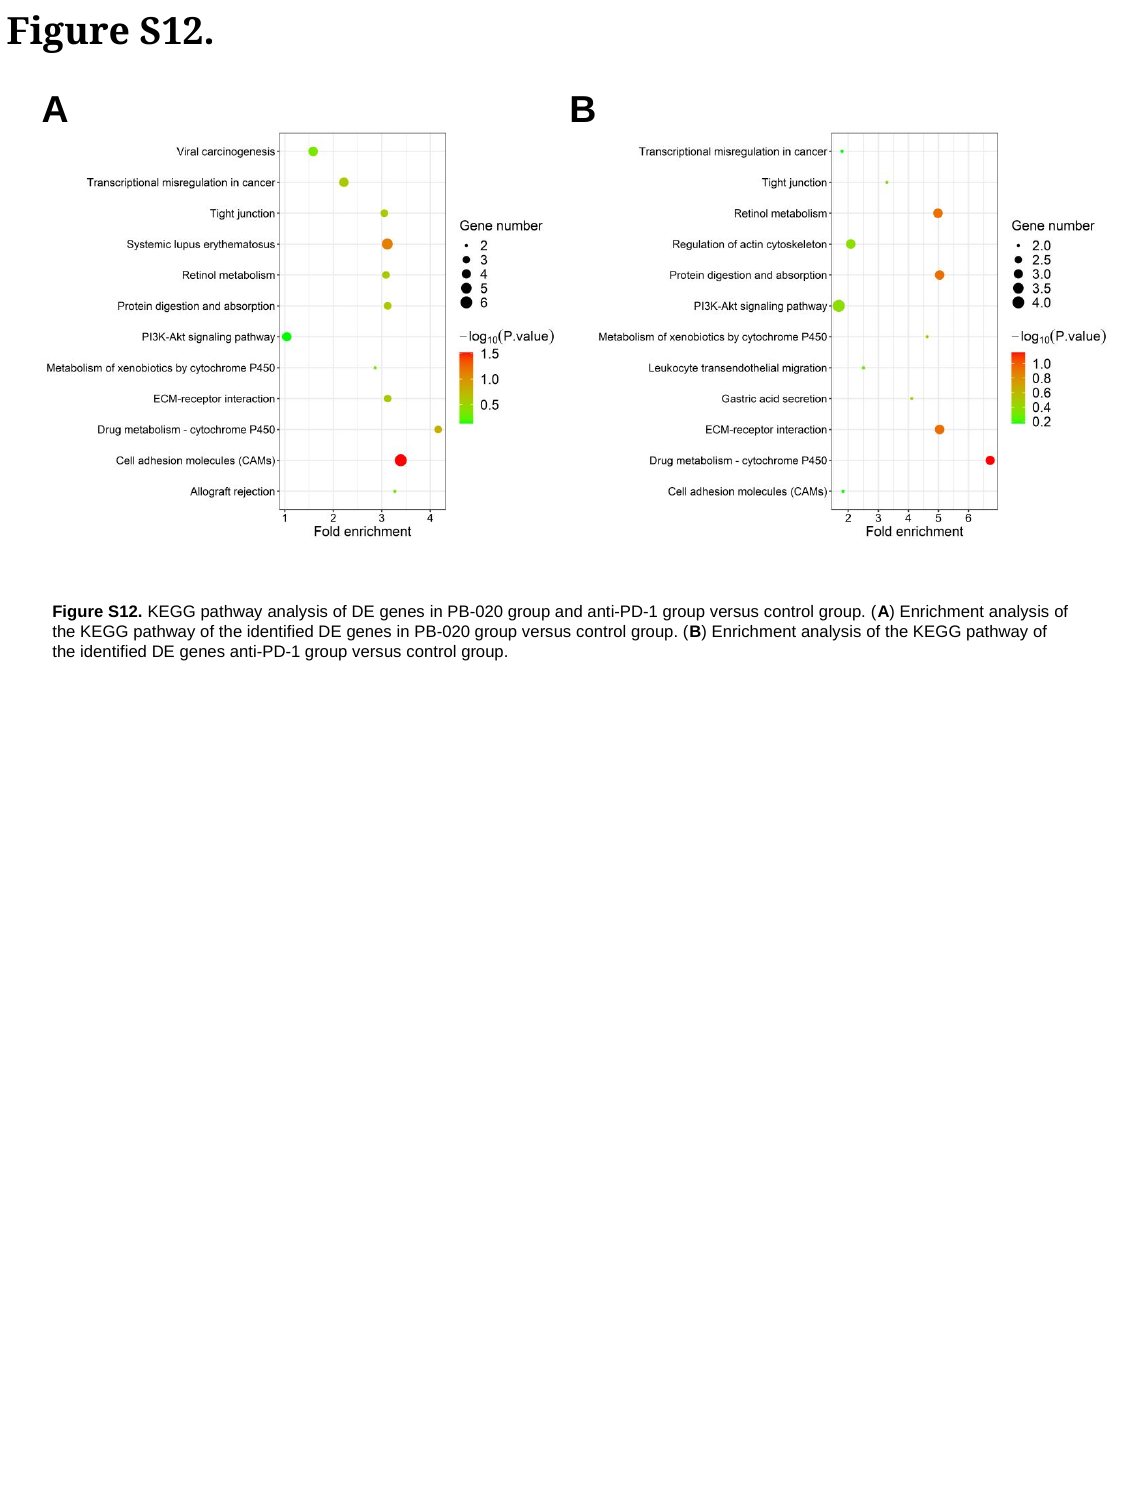

Figure S12.
A
B
Figure S12. KEGG pathway analysis of DE genes in PB-020 group and anti-PD-1 group versus control group. (A) Enrichment analysis of the KEGG pathway of the identified DE genes in PB-020 group versus control group. (B) Enrichment analysis of the KEGG pathway of the identified DE genes anti-PD-1 group versus control group.

How the deposited data were processed for this re-analysis (not part of the article)

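The data are gene expression values from 12 MC38 tumors of the PB-020 and anti-PD-1 experiment, with 3 tumors in each of 4 groups: CK (vehicle), either drug alone, and their combination. Which tumor belonged to which group, and its number within the group, came from the sample labels and the names used in Figure S8. Doses and days came from the methods.

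The authors sequenced the libraries on an Illumina HiSeq X instrument as pairs of 150 bases, removed adapter and low-quality reads, aligned the rest with Bowtie2 at default settings and quantified genes with RSEM. The methods name mm10 or hg19 as the reference, and do not name the annotation or the tool versions. The authors deposited RSEM expected counts, which are estimated, not normalized, and whole in 91.0% of values. The deposited FPKM values divide each gene's expected count by its effective length and the library's total, by the authors. The deposited TPM values are scaled by the authors so that each library sums to the same total. Each value belongs to one tumor, and the authors' group averages were not used. The table holds 18211 genes with their NCBI gene numbers, of which 18091 (99.3%) matched the RefSeq genes of GRCm38.p6, the assembly also called mm10. Coordinates are 1-based positions of the genes on that assembly.

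Depth, as the sum of the expected counts of a library, lay between 16545394 and 17217035 with a median of 16927043. Sampling error from this depth is small for genes with many counts and large for genes near the floor of 3 counts. Intervals and standard errors cover the spread between tumors and counting error, not errors of alignment.

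From the expected counts, rounded to whole numbers, the following was computed in R 4.3.3. Genes were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10), which left 13563. Libraries were scaled by TMM, and a quasi-likelihood model with robust estimation and 4 group means was fitted to all 12 libraries. The contrasts were each treated group against CK, the combination against each single treatment, and the interaction, which is the combination minus PB-020 minus anti-PD-1 plus CK on the log2 scale. Tests were two-sided, and p values were adjusted by the Benjamini-Hochberg method over all genes tested. Standard errors of log2 changes were derived from the same model. Counts of genes past a fold change of 1.5 with an unadjusted p under 0.05 followed the thresholds of the paper's methods.

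Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2), with an inter-gene correlation of 0.01, and for the PI3K/AKT list the p values were also adjusted over the 3 comparisons with CK. Fisher's exact test, two-sided, with all genes tested as background, was used for list members past the thresholds. The PI3K/AKT list holds 329 symbols, 172 for ligands, matrix, integrins and receptors and 157 for intracellular proteins. It was written by hand from the nodes of Figure 6A, because no table pairing genes with GO or KEGG terms was used here. The marker lists of 14 cell types and programs were written by hand as well. Means and standard deviations of FPKM are over the 3 tumors of a group.

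The genes named are those of Figures 6B and 6C and of the discussion, the drug targets Igf1r and Pdcd1, and Akt1 and Irs2. To these were added, for the combination against CK, the 5 raised and the 5 lowered genes with the smallest p among those past an adjusted p of 0.05 whose 3 tumors all lay on one side of the 3 CK tumors. Marker genes, sex-linked genes and members of the PI3K/AKT list past the thresholds are named outside this rule, after their values were seen. The sample groups, the designs, the PI3K/AKT and marker lists, this rule and the alternatives were chosen before the data were examined. Not among them were the added alternatives listed below, the combination against PB-020, Fisher's test for anti-PD-1, the tests of the Figure 6B and 6C genes as lists, and the lists of ribosomal protein, sex-linked and other muscle genes. The PI3K/AKT list still came from Figure 6A, which the paper drew after its analysis of these tumors, so it is not independent of the data.

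The computation was tested on simulated counts drawn from the means and spread of the real genes and the real library sizes, with changes made between the combination and CK. Of 67 genes changed 1.5-fold, edgeR recovered 38, of 66 changed 2-fold 47, and of 66 changed 3-fold 56, while 8 of 13271 unchanged genes were called. With no change made, 0 genes were called.

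The alternatives were DESeq2 1.42.0 in place of edgeR, limma on log2(FPKM + 1), no filter and a strict filter on low genes, scaling by library size alone, a fit of only the groups compared, the replicate number as a block, each library left out in turn, and the paper's per-gene test on FPKM. For lists they were an estimated inter-gene correlation, the rotation test fry, the extracellular or intracellular members alone, the list without the 39 genes of Figures 6B and 6C, and the Reactome set of PIP3 and AKT signaling. For the genes of these figures they were means of log2 values. Chosen after seeing the data were the extracellular members and the Reactome set with the estimated correlation, limma on log2(FPKM + 0.1), the per-gene test on TPM, and means of TPM or of TMM-scaled CPM. The block alternative takes its pairs from the tumor numbers in the labels, which run from 1 to 3 in every group. The numbers belong to different mice.

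GO and KEGG enrichments were left out, since the BGI platform and its gene sets were not used here. Western blots, tumor volumes and cell viability of the study were not analysed here.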

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

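Of the tests in this part, the comparison with other muscle genes was set before its result was seen, and the other tests were chosen only after the result was seen.

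Anti-PD-1 tumor 1 held muscle transcripts. The paper does not discuss these genes, and this tumor stood apart from the other 11 libraries. A list of 16 skeletal muscle genes was 4.16 above the CK mean on the log2 scale in this tumor, and between −1.50 and 0.75 in the other 11. All 16 genes were highest in this tumor. Acta1, skeletal muscle actin, had 176.4 FPKM against 3.19 to 24.5 FPKM in the others. If muscle tissue beside the tumor was in the sample, muscle genes outside the list should be raised too. The mean of 17 other genes of striated muscle contraction was 1.87 in this tumor, 1.45 above the highest of the other libraries. If the transcripts were a response of the tumors to anti-PD-1, the other anti-PD-1 tumors should show them, but their mean was −0.37, below the highest CK tumor at 0.71. The 2 values were −1.50 and 0.75, and the second lay above every CK tumor, so a small rise in that tumor was not excluded. The total count of the library, 16877810, lay within the range of the others, so a difference in depth was ruled out as the source. Muscle tissue in the sample is consistent with these tests and remains a candidate explanation. The labels give no batch that could be set against it. The tumor raised the anti-PD-1 mean of the list, and the list's interaction contrast was −2.06 (camera, adjusted p = 1.1e-07, or 0.70 with the estimated inter-gene correlation).

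Y-linked genes were expressed in all 12 tumors, although the paper states that the mice were female. Ddx3y, Eif2s3y, Uty and Kdm5d each had at least 40 counts in every library, far above the floor of 3 counts. Ddx3y had 1.95 to 3.89 FPKM and Eif2s3y 4.31 to 9.08 FPKM. Their X-linked homologs Ddx3x and Eif2s3x had 106.8 to 141.3 and 71.0 to 113.0 FPKM. If reads of the homologs were counted on the Y-linked genes, both should rise and fall together within groups. Pearson's r of the deviations from the group means was −0.020 (permutation within groups, exact, p = 0.94, adjusted p = 0.94 over 2 relations) and Spearman's rho was −0.04 (p = 0.88, exact permutation). Without the 2 libraries farthest from the median, r was 0.10. If the Y-linked transcripts came from host cells among tumor cells that carry no Y chromosome, they should follow a host cell list. Pearson's r with the macrophage list was 0.88 (exact permutation p = 0.022, adjusted p = 0.045) and rho was 0.82 (exact permutation p = 0.019), each from 1296 permutations. Without CK 3 and anti-PD-1 1, r was 0.73. These values are consistent with host cells that carry a Y chromosome, which would differ from the stated sex of the mice, and this remains a hypothesis. Whether the tumor cells also carry a Y chromosome was not tested, and no biological explanation from the design was tested.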

How the results depend on the processing

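The 23 summary results were recomputed under 186 combinations of a result and an alternative. In 154 the direction and the side of the threshold were the same, or the count was within 1.5 times. Of the others, 8 reversed, 5 were weaker, 5 stronger, and 14 counts moved further. With a library left out, 223 of 270 were the same, 8 weaker, 1 stronger, 8 reversed and 30 moved. For single marker lists, 41 of 48 alternative fits and 170 of 192 with a library left out were the same. Of the rest, 7 were weaker under an alternative, and 4 were weaker, 14 stronger and 4 reversed with a library left out. The causes were not tested.

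DESeq2 called 6 DE genes for PB-020, 1 for the combination against anti-PD-1 and 1093 for the combination against PB-020. With only the groups compared in the fit, 3 genes were called for anti-PD-1 and 1535 for the combination against PB-020. At the paper's thresholds, limma on log2(FPKM + 1) gave 17, 461 and 626 genes for PB-020, anti-PD-1 and the combination. For PB-020, no filter gave 141, the strict filter 45 and the per-gene test on FPKM 185. The per-gene test on TPM, chosen after seeing the data, gave 193 for PB-020 and 638 for anti-PD-1. Scaling by library size alone changed the share of raised DE genes from 50.6% to 43.3% in anti-PD-1 and from 46.5% to 40.6% in the combination. The DE count of the combination against CK was between 2010 and 2988 under the alternatives other than leaving out a library.

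With the intracellular members alone, the odds ratio of lowered members fell below 1 with anti-PD-1 (0.250) and with the combination (0.765), and so did that of raised members (0.267). Without the 39 genes of Figures 6B and 6C these were 0.311, 0.348 and 0.332. Those genes were drawn for their change in these tumors, so leaving them out shows nothing about the rest of the list. With the Reactome set they were 2.48 (Fisher's exact p = 0.088), 1.35 (p = 0.49) and 2.42 (p = 0.035), and with the extracellular members the odds ratio of raised members was 2.41. The mean change of the list in PB-020 was −0.077 for the extracellular members and −0.042 for the Reactome set, both past the threshold at the set correlation, but not with the estimated one (p = 0.30 and 0.17), a combination chosen after seeing the data. In the combination it was −0.079 for the Reactome set, again past the threshold at the set correlation alone (p = 0.26 with the estimated one). Without the 39 genes it was 0.023 in anti-PD-1 and 0.014 in the combination. With the estimated inter-gene correlation, the list of Figure 6B genes at −0.20 against anti-PD-1 (p = 0.14) and at 0.089 in the interaction (p = 0.44) no longer passed, and 0 of the 14 marker lists passed (0 at an unadjusted p under 0.05), against 6. With limma on log2(FPKM + 0.1), chosen after seeing the data, the interaction of the list was 0.094 and no longer passed.

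With each library left out in turn (12 fits), DE genes numbered 0 to 2 for PB-020, 137 to 1905 for anti-PD-1, 864 to 3344 for the combination, 0 to 2 against anti-PD-1, 0 to 1269 against PB-020 and 0 to 1 in the interaction. Genes past the paper's thresholds numbered 73 to 142, 744 to 1420 and 895 to 1336. Figure 6B genes with an adjusted p under 0.05 numbered 15 to 23, and those of Figure 6C 4 to 12. The odds ratio of lowered members was 1.67 to 2.93 with anti-PD-1 and 2.33 to 2.93 with the combination, and that of raised members 0.771 to 1.43. The PI3K/AKT list changed by −0.062 to −0.021 in PB-020, −0.045 to 0.023 in anti-PD-1 and −0.042 to −0.0053 in the combination. The Figure 6B genes as a list changed by −0.96 to −0.82 against CK, −0.30 to −0.076 against anti-PD-1 and −0.013 to 0.21 in the interaction. Of these genes 15 to 25 were lower in the combination than in both single treatments, and of the Figure 6C genes 3 to 12 were higher. Marker lists past the threshold numbered 6 to 10. The keratinocyte (−0.32 to 1.38), neutrophil (−1.87 to 0.67) and adipocyte (−1.67 to 0.22) lists changed sign in at least 1 of these fits. Against anti-PD-1, the T cell list ran from −0.052 to 0.63 and the cytotoxic list from 0.16 to 0.79.

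With the replicate number as a block, DE genes numbered 0, 870 and 2010 for PB-020, anti-PD-1 and the combination, 0 against anti-PD-1, 320 against PB-020 and 0 in the interaction. At an unadjusted p under 0.05, the comparisons with 0 had 620 (PB-020), 799 (against anti-PD-1) and 253 (interaction) genes. Genes past the paper's thresholds numbered 63, 908 and 1128, and DE genes of Figures 6B and 6C 21 and 7. With the block, the odds ratios of lowered members were 2.23 (anti-PD-1) and 2.84 (combination), and that of raised members 1.38. The PI3K/AKT list changed by −0.042, −0.0081 and −0.028. The Figure 6B list changed by −0.88 against CK, −0.20 against anti-PD-1 and 0.089 in the interaction, and 6 marker lists passed. Deviations from the group means correlated at −0.030 on average between same-numbered tumors (18 pairs) and at 0.015 between others (36 pairs), so the numbers did not pair the tumors.

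For the 57 named genes, 439 of 450 alternative fits kept the direction and the side of the threshold, 4 were weaker and 7 stronger. With a library left out, 632 of 684 did, 44 were weaker and 8 stronger. Itga10 lost its adjusted p under 0.05 in 9 of the 12 fits, Pgf and Pdgfb in 5 each, and Fasl, Fn1 and Itga7 in 4 each. Genes with few counts, such as Angpt1, Vtn and Fgf1, have wide ranges at this depth. Angpt1 changed by 1.88 to 2.68 across the 12 fits.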

Differences from the paper's values

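Of the genes of Figure 6C, the paper counts 2 as synergistically or additively raised, while mean FPKM in the combination group was above both single treatments in 6. Of the alternatives set before the data were examined, leaving out anti-PD-1 replicate 2 or replicate 3 gave 3, within 1.5 times the paper's 2. Means of log2 values gave 8, and leaving out any other treated library gave 5 to 12. Means of TPM, a setting chosen after seeing the values, gave 4, and means of TMM-scaled CPM, also chosen then, gave 6, which does not close the gap. The paper's text gives no definition of the class, and the count moved from 3 to 12 with single tumors.

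For the PB-020 group, Figure 5B shows about 250 genes past the paper's thresholds, read by eye, and the edgeR model gave 76. The per-gene test on FPKM that the paper's methods describe gave 185, within 1.5 times. None of the other alternatives set before the data were examined closed the gap, with counts from 17 to 142. The per-gene test on TPM, chosen after seeing the values, gave 193.

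For Angpt1, Figure 6C shows about 2.6 for the combination group relative to CK, read by eye, and the ratio of mean FPKM was 4.65. Leaving out CK replicate 2, an alternative set before the data were examined, gave 3.37. The other alternatives did not close the gap, with 1.403 for means of log2 values and 4.50 to 6.37 when another CK or combination library was left out. One CK library had 2 counts of this gene.

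The paper shows more lowered than raised genes in each comparison with CK (Figure 5A). In the edgeR model at the paper's thresholds, 53.9% of the genes were raised in PB-020, 62.7% in anti-PD-1 and 58.1% in the combination group. With the per-gene test on FPKM the shares were 45.9%, 41.2% and 55.7%. Leaving out anti-PD-1 replicate 1 also gave more lowered genes for anti-PD-1 (320 raised, 451 lowered). For PB-020, more genes were lowered than raised with no filter (70 raised, 71 lowered), scaling by library size alone (30 and 41), only the groups compared (45 and 46), the strict filter (21 and 24), each library left out in turn except CK replicate 3, PB-020 replicate 1 and anti-PD-1 replicate 1, and limma on log2(FPKM + 0.1), chosen after seeing the values (35 and 45). With the per-gene test on TPM, chosen after seeing the values, the shares were 34.2%, 41.5% and 46.6%, the only setting with more lowered than raised genes in each comparison.

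The paper describes the genes of Figure 6B as all significantly lowered. Past its thresholds were 22 of the 27 in the edgeR model, 20 with the per-gene test on FPKM and 23 with that test on TPM, a setting chosen after seeing the values. Limma on log2(FPKM + 1) gave 15 and the strict filter 18. DESeq2 and the replicate block gave 21 each, no filter 22 and scaling by library size alone 23. The model left out Efna5, Irs1, Pdgfrb, Sgk2 and Tnr, the test on FPKM Efna5, Gng4, Irs1, Itgb8, Nos3, Pgf and Sgk2, and the test on TPM Gng4, Itgb8, Pgf and Sgk2. Among the alternatives of the model, Pdgfrb passed with scaling by library size alone (−0.59) and without CK replicate 1 or combination replicate 3 (both −0.63), and with limma on log2(FPKM + 0.1), chosen after seeing the values (−0.60). Efna5 passed without CK replicate 1 (−0.61). Tnr had an adjusted p under 0.05 with only the groups compared and without anti-PD-1 replicate 2. The paper marks Itga7 and Nos3 with arrows for synergistic or additive suppression, a class that its text does not define. By mean FPKM these genes were not lower than in both single groups, while 23 genes were. The gaps to anti-PD-1 were small, 1.497 against 1.493 FPKM for Itga7 and 1.503 against 1.473 for Nos3. FPKM values of a library summed to 580223 ± 19695 in the combination and 550780 ± 25873 in anti-PD-1 (SD, n = 3), which can move such calls. Without anti-PD-1 replicate 3, an alternative set before the data were examined, the count was the paper's 25. By mean TPM, chosen after seeing the values, Itga7 and Nos3 were lower than in both single groups, and the count was again 25.

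The paper describes the PI3K/AKT genes as lowered in all treatment groups. In the PB-020 group of the edgeR model, 0 of the 272 list members passed the paper's thresholds as lowered. At an unadjusted p under 0.05, 13 were lowered, and 151 members were lower than in CK without regard to a threshold. Only 35 genes, 0.26% of those outside the list, passed as lowered there, so a count of 0 cannot decide about the list. The per-gene test on FPKM lowered 100 genes, and list members among them were not counted. The mean change of the list was −0.042 in PB-020, −0.0081 in anti-PD-1 and −0.028 in the combination, none past a camera p of 0.05. Of the alternatives set before the data were examined, the extracellular and receptor members alone (−0.077), the Reactome set (−0.042) and leaving out PB-020 replicate 2 (−0.062) passed in PB-020, and the Reactome set passed in the combination (−0.079). With the estimated correlation, neither the extracellular members nor the Reactome set passed, a combination chosen after seeing the values.

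The paper marks Ccne2 and Hsp90aa1 in Figure 6C. Both were among the 6 genes above both single treatments, together with Angpt1, Il2ra, Il2rb and Pdgfd.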

Other observations

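Set before their results were seen were the tests of matched lists, the test of genes lowered by anti-PD-1, and the splits of the ribosomal list and of the Figure 6B and 6C results. The other tests in this part were chosen only after the result was seen.

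For each comparison of 3 tumors with 3, the 6 libraries were split in the other ways. Of the 10 splits, 4 part all same-numbered pairs, the real one included, and a share under 0.05 was out of reach. As many DE genes came from 4 of the 4 for PB-020 (10 of all 10), where the real count was 0. For anti-PD-1, 1 of the 4 gave as many (1 of 10), and 1 of the 4 for the combination (1 of 10). It was 4 of 4 for the combination against anti-PD-1, where the real count was again 0, with 984 genes at an unadjusted p under 0.05, and 1 of 4 against PB-020. At the paper's thresholds as many genes came from 3 of 4 for PB-020 (7 of 10), 1 of 4 for anti-PD-1 and 1 of 4 for the combination. One other split of the PB-020 and CK tumors gave 162 genes, against 76 for the real one. The count of Figure 6B genes with an adjusted p under 0.05 was reached by 1 of 4, and so were that of Figure 6C genes and the mean change of the Figure 6B list. Its change against anti-PD-1 was reached by 2 of 4 (2 of 10). A change of the PI3K/AKT list as large came from 2 of 4 for PB-020 (3 of 10), 4 of 4 for anti-PD-1 (8 of 10) and 1 of 4 for the combination (3 of 10). An odds ratio of lowered members as large came from 2 of 4 for anti-PD-1 (3 of 10) and 1 of 4 for the combination (2 of 10, where one other split gave 4.90 against the real 2.83), and of raised members from 2 of 4 (5 of 10). As many marker lists as in the combination passed in 2 of 4 (6 of 10). For the interaction, treatments were relabeled within each tumor number. As many DE genes came from 100 of 100 relabelings, where the real count was 0 with 310 genes at an unadjusted p under 0.05. A change of the Figure 6B list as large came from 84 of 100. A count of 0 is reached by any relabeling, and relabeling can turn the effect of one drug into an interaction. Relabelings gave up to 2691 DE genes and a list change of up to 1.20. These shares therefore cannot decide whether the interaction differs from chance.

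The absence of DE genes between the combination and anti-PD-1 alone was set against the power of the design. In simulated counts with 3 libraries per group, 71.2% of 2-fold changes and 56.7% of 1.5-fold changes were called. The simulated change was made between the combination and CK, with one spread per gene for all groups, so it does not cover the spread that anti-PD-1 tumor 1 adds to this comparison. There, Gng4 at −0.94 (unadjusted p = 0.0049) and Fgf1 at −0.83 (unadjusted p = 0.031) were not called, both with an adjusted p of 0.66. Too little power in this comparison was therefore not settled.

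Most Figure 6B genes were lower in the combination than in both single treatments (85.2%). Genes picked for being low in one group may be lowest there by selection alone. Of the 363 genes past the thresholds as lower in anti-PD-1, 46.8% were lower there than in PB-020 and the combination, while 80.0% of the 484 genes lower in the combination were lowest in the combination. Selection alone would give both groups similar shares only if their spread were alike. The anti-PD-1 tumors were spread more widely on the first principal component (−4.63 to 46.9, against 19.8 to 22.8 in the combination). The shares were not recomputed without anti-PD-1 tumor 1, so the comparison cannot exclude selection as the source. Among raised genes the shares were 59.4% of 611 for anti-PD-1 and 67.5% of 671 for the combination. The excess at the lowered genes is thus not particular to the genes of Figure 6B, and is a hypothesis from the same data.

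The lowered members of the PI3K/AKT list were more than expression level, spread or gene length would give. The list held 25, against a mean of 11.2 and a highest of 24 in 10000 random lists matched on mean expression and spread (a share of 1e-04 held as many, the smallest these lists can give). Lists matched on length and expression held 8.94 on average and at most 21 (a share of 1e-04, again the smallest). The paper chose this pathway for its enrichment in these same tumors, so these shares do not test a list independent of the data. As 21 of the 25 encode extracellular proteins or receptors, a candidate explanation is a change in the cells of the stroma. Fewer fibroblasts would lower fibroblast genes. That list changed by 0.25, but 7 of its 12 genes were higher and 5 lower (camera, adjusted p = 0.82). A mean over such mixed members does not exclude fewer fibroblasts. Fewer pericytes would lower pericyte genes, which changed by −0.58 with 3 of 4 genes lower, short of the threshold (adjusted p = 0.085). They changed by −0.63 in anti-PD-1 (adjusted p = 0.033) and −0.34 in PB-020 (adjusted p = 0.019), where 15 and 0 members were lowered. With the estimated correlation the adjusted p of these 3 changes was 0.36 to 0.59. The pattern cannot be told apart from fewer pericytes or fibroblasts, and regulation within a cell type was not tested.

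Ribosomal protein genes were higher in the PB-020 group than in CK by 0.18 on the log2 scale (77 genes, 75 higher; camera p = 2.8e-15, or 0.21 with the estimated correlation). These genes are short, and log2 changes in PB-020 fell with gene length among the other genes (Spearman's rho −0.22 across genes, which are not independent replicates). In 10000 lists of other genes matched on length and expression the mean was 0.08 and the highest 0.12 (a share of 1e-04, the smallest these lists can give), so length explains a part at most. Of the 4 splits of the 6 libraries that part the pairs, 1 gave a change as large, the real one, as did 1 of all 10, which is the fewest possible. With 3 tumors against 3 no smaller share was possible, so it is the design that leaves the pattern not told apart from a chance difference. The combination was higher than anti-PD-1 by 0.21 (72 of 77 genes; camera p = 1.0e-17, or 0.17 with the estimated correlation) and than CK by 0.13 (60 of 77; camera p = 6.9e-04, or 0.57), but the tumors of these groups overlapped. Relative to the CK mean, the combination tumors were at 0.077, 0.34 and 0.040, the anti-PD-1 tumors at −0.35 (tumor 1, with muscle transcripts), 0.062 and 0.12, and the highest CK tumor at 0.061. These comparisons thus lean on single tumors and add little to the hypothesis of a response to PB-020, which may be tested in other tumors.

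Endothelial genes were lower than in CK by 0.39 in each treated group, with an adjusted p of 8.1e-05 in PB-020, 0.032 in anti-PD-1 and 0.074 in the combination (camera), and 0.59 to 0.65 with the estimated correlation. Of the 9 treated tumors, 8 were below the lowest CK tumor. Of the 220 ways to pick 3 of the 12 libraries, a share of 0.032 gave a difference as large (exact permutation p = 0.032, two-sided). CK 3 was the highest. Without it the change in the combination was −0.26, so that CK 3 carries a part of it. The combination was not lower than the single treatments, and the interaction was 0.39 (camera, adjusted p = 3.0e-04), but with the correlation estimated its p was 0.139. A correlation between these genes may thus account for the interaction. A lower endothelial share in treated tumors is consistent with the permutation and remains a hypothesis.

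Erythroid genes were the list with the largest fall, −2.99 in the combination, −2.59 in anti-PD-1 and −0.99 in PB-020. Hba-a1 changed by −3.00 (standard error 0.60), Hbb-bs by −2.86 (standard error 0.54) and Alas2 by −3.36 (standard error 0.63) in the combination. Hbb-bs and Hba-a1 have near-identical copies, and their values are uncertain. All 6 tumors given anti-PD-1 were below the lowest CK tumor (exact permutation p = 0.012 over 84 ways, two-sided). The 3 genes fell by factors within their errors, with a range of 0.50, as less blood in the tissue would give. The pattern cannot be told apart from the amount of blood left in the sampled tumors, and fewer vessels or erythroid cells could give it too.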
